# Knockdown of microglial iron import gene, DMT1, worsens cognitive function and alters microglial transcriptional landscape in a sex-specific manner in the APP/PS1 model of Alzheimer’s disease

**DOI:** 10.21203/rs.3.rs-4559940/v1

**Published:** 2024-06-27

**Authors:** Katrina Volk Robertson, Alec S. Rodriguez, Jean-Philippe Cartailler, Shristi Shrestha, Kyle R. Schroeder, Arianna M. Valenti, Fiona E. Harrison, Alyssa H. Hasty

**Keywords:** microglia, iron, inflammation, DMT1, Slc11a2, Alzheimer’s disease, APP/PS1, neuroinflammation, sex differences, behavior

## Abstract

**Background:**

Microglial cell iron load and inflammatory activation are significant hallmarks of late-stage Alzheimer’s disease (AD). *In vitro*, microglia preferentially upregulate the iron importer, divalent metal transporter 1 (DMT1, gene name *Slc11a2*) in response to inflammatory stimuli, and excess iron can augment cellular inflammation, suggesting a feed-forward loop between iron import mechanisms and inflammatory signaling. However, it is not understood whether microglial iron import mechanisms directly contribute to inflammatory signaling and chronic disease *in vivo*. These studies determined the effects of microglial-specific knockdown of *Slc11a2* on AD-related cognitive decline and microglial transcriptional phenotype.

**Methods:**

*In vitro* experiments and RT-qPCR were used to assess a role for DMT1 in amyloid-β-associated inflammation. To determine the effects of microglial *Slc11a2* knockdown on AD-related phenotypes *in vivo*, triple-transgenic *Cx3cr1*^*Cre − ERT2*^;*Slc11a2*^flfl^;*APP/PS1*^+^^or −^ mice were generated and administered corn oil or tamoxifen to induce knockdown at 5–6 months of age. Both sexes underwent behavioral analyses to assess cognition and memory (12–15 months of age). Hippocampal CD11b + microglia were magnetically isolated from female mice (15–17 months) and bulk RNA-sequencing analysis was conducted.

**Results:**

DMT1 inhibition *in vitro* robustly decreased Aβ-induced inflammatory gene expression and cellular iron levels in conditions of excess iron. *In vivo*, *Slc11a2*^KD^ *APP/PS1* female, but not male, mice displayed a significant worsening of memory function in Morris water maze and a fear conditioning assay, along with significant hyperactivity compared to control WT and *APP/PS1* mice. Hippocampal microglia from *Slc11a2*^KD^ *APP/PS1* females displayed significant increases in *Enpp2*, *Ttr*, and the iron-export gene, *Slc40a1*, compared to control *APP/PS1* cells. *Slc11a2*^KD^ cells from *APP/PS1* females also exhibited decreased expression of markers associated with disease-associated microglia (DAMs), such as *Apoe*, *Ctsb, Csf1*, and *Hif1α*.

**Conclusions:**

This work suggests a sex-specific role for microglial iron import gene *Slc11a2* in propagating behavioral and cognitive phenotypes in the *APP/PS1* model of AD. These data also highlight an association between loss of a DAM-like phenotype in microglia and cognitive deficits in *Slc11a2*^KD^ *APP/PS1* female mice. Overall, this work illuminates an iron-related pathway in microglia that may serve a protective role during disease and offers insight into mechanisms behind disease-related sex differences.

## Background

Alzheimer’s disease (AD) is one of the most common neurodegenerative diseases and the most frequent cause of dementia. The disease is primarily characterized by the accumulation of extracellular amyloid-beta (Aβ) plaques and intraneuronal neurofibrillary tau tangles, which is thought to lead to neuronal loss and debilitating impairments in memory and cognition (1). In addition to Aβ and tau, other pathological features have been shown to contribute to AD development, including significant neuroinflammation, synaptic dysfunction, oxidative stress, and lysosomal dysfunction (2, 3). Additionally, mounting evidence demonstrates that excessive iron deposition in the brain is strongly associated with AD pathogenesis (4–6). Iron levels in the brain increase significantly with age (7, 8) and studies in patients with AD demonstrate that the degree of iron load in disease-associated brain regions (i.e., the hippocampus and frontal cortex) positively correlates with aberrant protein aggregation and severity of cognitive decline (9–11). Furthermore, iron has been found in dense core plaques and tau tangles in the brains of AD patients and mouse models (12–14), and directly binds to and exacerbates the toxicity of Aβ (15, 16). Although iron is critical for myelination, neurotransmitter synthesis, and mitochondrial metabolism in the healthy brain, excessive levels of iron can result in the harmful formation of toxic free radicals and production of reactive oxygen species (ROS), which can ultimately lead to lipid peroxidation, cellular damage, and ultimately cell death (17).

Microglial cells are the primary resident innate immune cell of the central nervous system (CNS) and play essential roles in brain development, maintenance of neural homeostasis, and response to injury and disease in the CNS. While it was been widely appreciated that microglial-mediated neuroinflammation is a key pathological hallmark of AD (18, 19), more recent work has also highlighted the prominent role microglia play in mediating brain iron dysregulation in disease (20–22). Microglia are equipped with the necessary machinery to import, store, and export and/or recycle iron (20, 23, 24). In fact, iron transport may occur preferentially in microglia compared to other cell types in the brain (25–27). Despite their high capacity to handle and store iron, microglia are particularly susceptible to iron-induced damage (28) and Ryan et al. recently demonstrated a predominant role for microglia in mediating the harmful effects of excess iron on other neural cells in a tri-culture system (29). Microglia are loaded with iron in AD and other neurodegenerative diseases, (30–34) and one of the key transcriptional changes in clusters of disease-associated microglia (DAMs) is an alteration in iron-storage genes such as *Fth1* and *Ftl* in both humans and mice (35, 36). While microglial iron loading has been more widely recognized as a key component of AD pathology, it is still not understood how microglial iron-handling contributes to overall disease progression (5, 37, 38).

At the cellular level, an intimate relationship between microglial iron load and inflammatory signaling has been established. In a reciprocal manner, iron can enhance markers of inflammation and oxidative stress in some systems (21, 39, 40), and inflammatory signals induce the cellular uptake and storage of iron (24, 41). Specifically, microglia preferentially upregulate iron importer divalent metal transporter 1 (DMT1; gene name, *Slc11a2*) in response to acute inflammatory stimuli such as lipopolysaccharide (LPS) and Aβ (24, 41, 42). DMT1 is a widely-expressed proton-coupled ferrous iron (Fe^2+^) importer essential for life, found on both the cellular plasma membrane and endosomal membrane (43). This importer plays a role in both transferrin-bound and non-transferrin-bound iron uptake, as it mediates the immediate import of ferrous iron at the cell surface, and also transports iron reduced in the endosome into the cytosol so it can be utilized by the cell (44). Previous work has targeted DMT1 in cell culture systems resulting in a significant decrease in pro-inflammatory IL1β signaling in response to an acute stimulus of Aβ (45). Furthermore, our work showed that knocking down *Slc11a2* in a short-term *in vivo* model of LPS-induced inflammation blunts the neural inflammatory response in male, but not female, mice (42). These results were observed in the absence of an additional iron load, suggesting a role for microglial DMT1 in helping to drive the baseline inflammatory response.

With these findings, it is intriguing to consider a role for microglial DMT1 in a disease of chronic cellular iron load and inflammation. However, to our knowledge, no studies have investigated whether targeting this microglial iron importer alters disease pathogenesis *in vivo*. In these studies, we generated an inducible, microglial-specific genetic knockdown of *Slc11a2* in a model of AD in both male and female mice. We investigated whether microglial *Slc11a2* knockdown alleviated markers of disease including microglial inflammatory and oxidative stress markers and changes in behavior and cognition.

## Materials and methods

### Experimental Animals

All mouse breeding, maintenance, and procedures were approved in advance and conducted in compliance with the Institutional Animal Care and Use Committee at Vanderbilt University. For the primary cell experiments from young and aged mice, young 9-week-old control C57BL/6J male mice were purchased from Jackson Laboratories (Bar Harbor, ME, USA) (#000664, JAX). C57BL/6J male mice between 27–30 months old were originally purchased from Jackson Laboratories and were aged and maintained in the Vanderbilt mouse facility. To determine the effect of decreased microglial DMT1 on disease, we generated a novel transgenic mouse model with inducible knockdown of *Slc11a2* in microglial cells in the *APP/PS1* model of AD. *Cx3cr1*^*Cre* − ERT2^ mice (B6.129P2(C)-*Cx3cr1*^*tm2.1(cre/ERT2)Jung*^/J; #020940) purchased from Jackson Laboratories (JAX, Bar Harbor, ME, USA) express a tamoxifen-inducible Cre-recombinase driven by the promoter for the microglial/macrophage *Cx3cr1* chemokine receptor gene, allowing for conditional knockdown of *loxP*-containing genes in *Cx3cr1*-expressing cells (46). *Slc11a2*-’*floxed*’ mice (129S-*Slc11a2*^*tm2Nca*^/*J*; #017789, JAX) (47) mice were bred with *Cx3cr1*^*Cre − ERT2*^ homozygous mice to obtain *Slc11a2*^*flfl*^;*Cx3cr1*^*Cre++*^ homozygous animals. *APP/PS1^+^* hemizygous animals were purchased from JAX and maintained in our facility (Tg(APPswe,PSEN1dE9)85Dbo; MMRRC_034832-JAX). These transgenic animals express a chimeric mouse/human amyloid precursor protein (Mo/HuAPP695swe) and a mutant presenilin-1 (PS1-dE9), and have been widely used in AD research, particularly in relation to amyloid-β associated pathology (48–50). We chose this model of AD based on the well-characterized development of disease-associated symptoms (i.e., amyloid deposition, cognitive deficits) and the progressive nature of disease development over the course of several months. This slower onset compared to other models allows us to examine the early pathological changes that occur prior to the onset of symptoms later in the course of disease. Additionally, the *APP/PS1* model has already been shown to exhibit significant microglial iron loading (21, 32), and an amyloid-driven model is relevant based on associations between iron and Aβ in the brain (15, 51). *APP/PS1^+^* hemizygous animals were bred separately with *Slc11a2*^*flfl*^ animals to yield *Slc11a2*^*flfl*^;*APP/PS1^+^* mice. Resulting progeny from these crosses were then bred with *Slc11a2*^*flfl*^;*Cx3cr1*^*Cre* − ERT2++^ animals to yield triple-transgenic *Slc11a2*^*flfl*^;*Cx3cr1*^Cre − ERT2+/−^;*APP/PS1^+^* or *APP/PS1*^−^ (i.e., ‘WT’) mice (**Additional File 1: Fig. S1A**). All mice used in experiments were *Slc11a2*^*flfl*^;*Cx3cr1*^Cre − ERT2+/−^ and either *APP/PS1^+^* hemizygotes or WT as littermate controls. Experimental mice were on a mixed 129S/BL6 background, with > 80% BL/6J genetic makeup. All genotypes were confirmed with an ear snip via Transnetyx (Cordova, TN) using real-time PCR. Mice were weaned at 3 weeks of age and had ad *libitum* access to food (*LabDiets*, standard rodent chow 5001, 240 ppm iron) and water. Both male and female mice were used in our experiments and were group-housed (2–5 per cage) by sex in transparent cages at 22–25°C under a 12 h light/dark cycle in a specific pathogen-free facility. Control and experimental animals were randomly assigned across cages.

### Tamoxifen Treatment

Tamoxifen (Sigma #T5648) was dissolved in corn oil (Sigma #C8267–2.5L, lot #MKCK6411, Saint Louis, MO) to generate a 20 mg/mL stock concentration by sonicating the mixture and stirring overnight in a glass vial at 37°C. *Slc11a2*^*flfl*^;*Cx3cr1*^*Cre* − ERT2+/−^;*APP/PS1^+^* ^*or* −^ male and female mice at 5–6 months of age were administered a dose of 4 mg (maximum 200 μL volume) tamoxifen via oral gavage every day for five consecutive days (42, 52) (**Additional File 1: Fig. S1B**). All mice that received tamoxifen are denoted as ‘*Slc11a2*^KD^’, and are either *APP/PS1* or WT. Littermate mice with the same genotypes (*Slc11a2*^*flfl*^;*Cx3cr1*^*Cre* − ERT2+/−^;*APP/PS1^+^* ^or −^) were administered gavage with corn oil as a control for the presence of Cre based on work showing effects of *Cx3cr1*-CreERT2 genotype alone on microglial function (53, 54). Corn-oil-treated animals are denoted as ‘Control,’ and are either *APP/PS1 + or* WT. The numbers of experimental animals used are shown in Supplemental Table 1. We chose to induce knockdown of *Slc11a2* between 5–6 months of age in these mice, as it is a relatively early timepoint in this AD model when Aβ plaque deposition becomes visible and allowed us to assess the effect of early changes in microglial *Slc11a2* on downstream disease development. Knockdown of *Slc11a2* was confirmed in isolated microglia from all animals via RT-qPCR utilizing a primer targeting *Slc11a2* exons 6–8 (**Additional File 1: Fig. S1C**).

### Behavioral assays

All behavioral assays were conducted in the Vanderbilt Murine Neurobehavioral Core after mice were acclimated to the facility for at least one to two weeks. All mice underwent testing by two experimenters between 12–15 months of age (mouse numbers and weights shown in **Additional File 2: Table S1, S2**). The running order of assays was kept consistent for all animals in each study, and animals were run each day between 0630–1300 h with one task per day. For each task, mice were acclimated to the testing room for 30 min to 1 h prior to testing, and control and experimental groups were evenly and randomly distributed across cages, days, and time of each assay. Following completion of a trial, each apparatus was cleaned of feces, disinfected, and deodorized with an anti-bacterial spray (Peroxigard, Virox Technologies) in between animals. *APP/PS1^+^* mice are known to be prone to spontaneous seizures (55) and any mouse that exhibited a seizure during an assay was excluded from that analysis (*n* = 3 male *Slc11a2*^KD^;*APP/PS1*^+^).

### Nest building

As a measurement of general cognition and well-being, an overnight nest building assay was used. Nest building assessments were performed as the first behavioral task to minimize effects of stress on the mice from other behavioral assays. Mice were single-housed and given 5 g of cotton nestlet (Ancare, Bellmore, NY) in the afternoon the day prior. The next morning, amount shredded and quality of nests was scored by a blinded observer using a 0–5 scale adapted from previous work, in 0.5 increments (42, 56, 57). Following nest building assessment, mice were re-housed in groups of 4–5 before all other behavioral tasks.

### Locomotor activity: Elevated Zero Maze and Open Field

For locomotor activity assessment, several assays were used. An elevated zero maze (white maze, width 5 cm; diameter 50 cm; wall height 15 cm, Stoelting Co. IL) was used first, where mice underwent a single 5 min trial of free exploration. Mice were video-recorded using a ceiling-mounted camera and movement was automatically tracked and scored using AnyMaze (Stoelting Co., Wood Dale, IL). Analysis parameters were set to ensure 80% of the mouse needed to be present in either the ‘open’ or ‘closed’ zone for an entry into that zone to be recorded. Total time in the open and closed zones and total distance traveled were measured. Sound-attenuating transparent open field chambers (27.5 × 27.5 cm) were used for a second measurement of baseline locomotor activity. Mice were placed in the center of the chamber and allowed to explore freely for 45 min. Distance traveled was recorded automatically via the breaking of infrared beams (MedAssociates ENV-510 software, Fairfax, VT). Additionally, time spent in the center area (19.05 × 19.05 cm) versus time in the ‘surround’ was calculated as a control measure of anxiety-like behavior.

### Short-term spatial working memory

A single-trial Y-maze was used as another measurement of baseline locomotor and exploratory behavior, as well as an assay to measure short-term working memory function. A clear plexiglass three-arm Y-maze (each arm 5 cm in width, 34.5 cm long) with differentiated arms (different colors of paper with or without patterns placed underneath the maze) was used. All mice were placed in the same point of the same arm and allowed to freely explore for 6 min. A ceiling-mounted camera recorded video of the mice and AnyMaze automatically measured total distance traveled and order of arm entries. Entry into another arm was predicated on having at least 80% of the mouse cross into at least 1 cm of the arm. Spontaneous alternation as a measure of intact working memory was calculated by hand using arm entry order data from AnyMaze. A ‘correct’ alternation is defined by three consecutive entries into three different arms (e.g., ABC, BCA, CAB). Percent alternation was calculated using: ((Number of spontaneous alternations) / (Number of total arm entries – 2)) * 100.

### Morris water maze

Mice underwent testing in the Morris water maze (MWM) to assess the effect of *Slc11a2* knockdown on learning and memory (58). Briefly, a circular pool approximately 1 m in diameter filled approximately 30 cm deep with 22–27°C water was used for this task. A white round platform (10 cm in diameter) was used to provide animals an escape from the water. Mice first underwent two visual training days, where the platform jutted above the water with a pole attached to allow mice to see the target platform. This platform was moved around to each of the four quadrants on each session during training days to allow the opportunity for each animal to swim and survey the room, which contained multiple visual spatial cues kept constant throughout. Each training day comprised four trials per mouse, and each mouse was given 60 sec to find the platform. If a mouse did not reach the platform in 60 sec, it was guided to and placed on the platform for at least 5 sec. On subsequent days following the two visual training days, the water was made opaque with non-toxic tempura white paint, and the platform was submerged approximately 0.5 cm under the water. The platform was kept in the same location for each trial and day, and mice were randomly placed in different locations in the pool so that the use of spatial cues for navigation was necessitated. Mice underwent four trials per day for five days, with each trial lasting 60 sec to assess learning and short-term memory. If mice did not find the platform within 60 sec, they were guided to the platform and escape latency was recorded as 60 sec. Following the final day of testing, the platform was removed and mice were allowed to swim freely for 60 sec. Total time spent in the target quadrant where the platform used to be, time spent around the location of the platform, swim speed, total distance traveled, and time spent in perimeter were recorded as measurements of platform location memory.

### Fear conditioning assay

Following completion of all other behavioral tasks, a fear conditioning assay was conducted to assess differences in fear-associated memory. Mice were placed in sound-attenuating chambers with a wire grid floor. On the first day (training trial), mice were placed in the chambers for 8 min and allowed to explore freely. Every 2 min, a 30 sec tone was played, followed immediately by a small shock administered through the wire floor (1 sec, 0.5 mA). This tone-shock pairing occurred 3 times during the training trial. To assess contextual fear conditioning, mice were placed back into the same chamber the next day and allowed to run around freely for 4 min with no tone or shock presented. Total time freezing – indicative of fear memory – was recorded automatically (VideoFreeze, MedAssociates). To assess cued fear conditioning (memory of the tone), mice underwent a second testing trial. This trial included a different experimenter handling the mice, significant alterations to the chamber with white walls, white floor inserts, and red light, and the scent of vanilla placed in an open tube outside the chamber. Mice freely explored the chamber for 2 min before the tone was administered for the final 2 min (without a shock pairing). Total time spent freezing during the no-tone and tone segments were recorded as a measurement of cued fear memory.

### Mouse euthanasia and tissue collection

At the time of euthanasia, mice were deeply anesthetized with isoflurane and 500–700 μL of blood was collected via cardiac puncture. Immediately following blood collection, mice were trans-cardially perfused with 20 mL of cold 1x Dulbecco’s phosphate-buffered saline (DPBS) to remove circulating blood and decapitated for rapid brain removal. Whole brains were either placed on ice for mincing and processing for cellular isolation, or bilateral hippocampus was isolated first before proceeding to cellular isolation.

### Tissue digestion and single-cell suspension preparation

Brains were rapidly removed and Briefly placed in 3 mL cold, sterile 1x Hank’s buffered saline solution (HBSS, Gibco, #14175095) containing 1% fetal bovine serum (FBS, heat-inactivated; Gibco, #10082147) to remove any residual blood. Microglia isolation was performed following published protocols, with slight modifications (59–61). Briefly, whole brains were transferred and finely minced with scissors in cold, sterile “IMG media” [Dulbecco’s modified Eagle’s medium (DMEM) with high glucose (4.5 g/L) and L-glutamine media (Gibco, #11965092) containing 10% FBS and 1% penicillin-streptomycin (Gibco, #15140122). Minced tissue was transferred into 50 mL conical tubes and 5 mL of digestion media (IMG media + 100 units Papain, #LK003176; 500 Kunitz units DNase, #LK003170, Worthington Biochemicals, Lakewood, NJ) was added to each tube. Whole-brain samples were enzymatically-dissociated by placing in an orbital shaker for 1 h at 37°C, diluted with 10 mL IMG media, and strained through 70 μm sterile filters (Corning, #431751). Bilateral hippocampus samples in the RNA-sequencing studies were treated in the same manner described above, with slight modification. Bilateral hippocampus samples were isolated and immediately placed in 15 mL conical tubes on ice and 2.5 mL digestion media was added. Samples were incubated for 30 min in an orbital shaker at 37°C. Every 10 min, samples were triturated up and down with a serological pipette of decreasing size before straining samples through filters and proceeding with subsequent steps. All samples were further processed at 4°C unless otherwise indicated.

### Percoll gradient

Cells were centrifuged for 5 min at 500 × g, re-suspended in a solution of 30% isotonic Percoll and IMG media (Cytiva, #17-0891-01), and slowly layered onto a 70% Percoll gradient with HBSS + 1% FBS. HBSS + 1% FBS (without Percoll) was layered on top, and samples were centrifuged for 15 min at room temperature at 600 × g with the brake set to the lowest setting to allow for density separation. The supernatant containing myelin and neuronal debris was removed, and cells at the interface between the 30–70% gradients were carefully collected and placed on ice into 8 mL HBSS + 1% FBS in a fresh tube to wash residual Percoll. Cells were centrifuged at 500 × g for 5 min at 4°C, and pelleted cells were re-suspended in appropriate media for downstream assays.

### Plating and treatment for primary cell experiments

For experiments conducted in isolated primary glial cells from young and aged mice, all steps above were performed under sterile conditions in a cell culture hood with autoclaved tools and sterile-filtered reagents. Glial cells isolated and pelleted from the Percoll gradient were re-suspended in 1 mL IMG media for counting and plating. Cells were counted using the Nexcelom Cellometer Auto T4 Cell Counter (Nexcelom Biosciences) and plated at a density of 100,000 cells per well in poly-L-lysine-coated 48-well plates in pre-warmed sterile IMG media containing 5 ng/mL GM-CSF (R&D Systems, #415-ML-010). Media was changed the next day, and then every other day for five days before stimulation with Aβ as described below.

### CD11b immunomagnetic microglial isolation

For experiments analyzing gene expression (RNA sequencing and RT-qPCR) in microglia, Percoll-isolated glial samples were further processed for enrichment of CD11b^+^ microglia. Following Percoll gradient separation, centrifugation, and pelleting, cells were re-suspended in 400 μL cold “MACS” buffer (1x PBS containing 0.5% FBS and 2 mM EDTA) and transferred to 5 mL tubes. Cells were centrifuged at 4°C for 5 min at 500 × g, pelleted, and re-suspended in 90 μL MACS buffer for magnetic labeling and separation according to manufacturer’s instructions (Miltenyi Biotec, Bergisch Gladbach, Germany). Briefly, samples were incubated with magnetic anti-CD11b MicroBeads (Miltenyi Biotec, #130-093-634; 10 μl per 90 μl buffer/brain) for 15 min at 4°C. Magnetic separation was performed utilizing MS columns, and CD11b^+^ cells and the effluent non-magnetic fractions (CD11b^−^ cells) were obtained. Following a final centrifugation for 5 min at 500 × g, cells were immediately re-suspended in RLT lysis buffer (Qiagen, #74004) supplemented with 1% beta-mercaptoethanol, Briefly vortexed, and flash-frozen in liquid nitrogen. Samples were stored at −80°C until RNA isolation.

#### In vitro cells and experimental treatments

The immortalized microglial cell line, “IMG” (62), was used for *in vitro* experiments to assess the effect of pharmacological inhibition of DMT1 on Aβ-induced inflammation. IMG cells were purchased from Millipore (Cat. #SCC134, RRID:CVCL_HC49), and cultured as described using Accutase for dissociation and passaging (45). Briefly, cells were cultured up to a maximum of 10 passages in sterile Dulbecco’s modified Eagle’s medium (DMEM) with high glucose (4.5 g/L) + 2.5 mM glutamine (Gibco, #11965092) supplemented with 10% fetal bovine serum (FBS, heat-inactivated, Gibco, #16140071) and 1% penicillin/streptomycin (“IMG media”).

### Ebselen treatments

The drug ebselen [2-phenyl-1,2-benzisoselenazol-3(2*H*)-one] was chosen as a robust inhibitor of DMT1 (63). Ebselen was purchased from Focus Biomolecules (#10–2288) and re-suspended in sterile dimethyl sulfoxide (DMSO; Sigma, #276855). IMG cells were plated and grown overnight in six-well-plates (150,000–200,000 cells/well) in IMG media. The next day, cells were treated for 24 h with either 25 μM ebselen or control DMSO. This concentration of ebselen was chosen as the treatment dose following preliminary experiments indicating this dose decreased cellular iron content and following similar reported doses from previous work (64). Following 24 h of ebselen/DMSO treatment, cells were further treated as described below.

### Amyloid-β and iron treatments

In both IMG cells and primary isolated glia in the young and aged mice experiments, amyloid-β_1–42_ was used as an acute AD-associated inflammatory stimulus. Aβ (HFIP-treated, rPeptide #A-1163–2) and scrambled Aβ (rPeptide #A-1004–2) were purchased from rPeptide and 5 mM stock solutions were prepared with sterile, anhydrous DMSO (Sigma #276855) and sonicated for 15 min before storing aliquots at −20°C. The day before cell stimulation, oligomeric Aβ_1–42_ was prepared as previously described (39) using cold, sterile phenol-free Ham’s F-12 media (R&D Systems, #M25350) and allowed to rest at 4°C for 24 h. The next day, cells were treated with 1 μM Aβ_1–42_ or scrambled Aβ for 24 h before lysis and collection for RNA isolation. For *in vitro* experiments in IMG cells, ferric ammonium citrate (FAC, Sigma, #F5879) was used as a non-transferrin-bound form of iron. FAC was re-suspended fresh in sterile RNase-free water immediately before each experiment, and cells were treated for 24 h with 50 μM FAC based on literature recommendations (39, 65) or water (control), with or without Aβ prior to lysis and collection for RNA isolation or ICP-MS, as described below.

### Inductively-coupled Plasma Mass Spectrometry (ICP-MS)

Following 24 h of treatment with scrambled Aβ or 1 μm Aβ_1–42_ ± FAC, IMG cells were collected for ICP-MS analysis of intracellular iron content. After washing twice with ice-cold 1x PBS, cells were collected into metal-free tubes using Accutase, and total cell counts were measured for data normalization. After centrifugation at 600×g for 5 min and removal of supernatant, cells were acid-digested in 150 μL trace-metal grade nitric acid (70%, OPTIMA Grade HNO_3,_ Fisher-Sci, #A467–250), and 30% ultra trace-grade hydrogen peroxide (Thermofisher) was added at a 1:4 dilution (37.5 μL H_2_O_2_). Samples were vortexed, incubated at 65°C overnight, and diluted the next day with Ultrapure Milli-Q water (Ω18.2) at 10 times the volume of nitric acid (1.5 mL water). ICP-MS was performed at the Vanderbilt Mass Spectrometry Research Center using an Agilent 7700 ICP-MS (Agilent) attached to a Teledyne autosampler (CETAC Technologies, Omaha, NE). The following settings were used: cell entrance = −40V, cell exit = −60V, plate bias = −60V, OctP bias = −18V, and collision and cell helium flow = 4.5 mL/min. Samples were introduced by peristaltic pump and taken up at 0.5 rps for 30 s, followed by 30 s at 0.1 rps for signal stabilization. A calibration curve for each isotope was made at 0, 1, 10, 100, 1000, 5000, and 10,000 ppb, and blanks were run following standard calibration to wash out signal from the 10,000 ppb standard. Data were acquired and analyzed using the Agilent Mass Hunter Workstation Software version A.01.02.

### RNA isolation, cDNA synthesis, and RT-qPCR

Lysed cell samples from all experiments (i.e., CD11b + microglia and primary isolated glia) were processed for total mRNA using an RNeasy Micro Kit with DNase treatment according to manufacturer’s instructions (Qiagen, Hilden, Germany, #74004), with the exception of the IMG experiments, which used the RNeasy Mini Kit (Qiagen, # 74104). Following on-column RNA purification and elution, cellular RNA was reverse transcribed into cDNA at equal concentrations across samples using iScript Reverse Transcriptase (BioRad, Hercules, CA). RT-qPCR was conducted to assess the expression of several genes and confirm *Slc11a2* knockdown using FAM-conjugated TaqMan Gene Expression Assay primers (Thermofisher, shown in **Additional File 3: Table S3**) and iQ Supermix (BioRad). PCR reactions were performed in duplicate under thermal conditions: 95°C for 10 min, followed by 40 cycles of 95°C for 15 s, and 60°C for 45 s. The expression of each gene measured was normalized to a housekeeping gene (either *18S* or *ActinB* where indicated), and relative expression values were analyzed utilizing the comparative cycle threshold 2^−ΔΔCT^ method (66).

### RNA sequencing and library preparation

Following on-column purification and DNase treatment with the Qiagen RNeasy Micro Kit, total mRNA extracted from hippocampal CD11b^+^ samples was submitted to the Vanderbilt Technologies for Advanced Genomics (VANTAGE) Core facility for sample quality control assessment and RNA sequencing (RNA-seq). Only hippocampal CD11b^+^ microglia isolated from female animals were used for RNA-seq, following earlier findings of significant behavioral differences primarily in *Slc11a2*^KD^ female *APP/PS1* animals. The concentration of RNA samples was determined by NanoDrop (ThermoScientific). Sample Quality Control analysis was assessed using fluorometry Qubit and integrity by BioAnalyzer, and a RIN value of > 7 was confirmed for all samples before proceeding to library preparation and sequencing. Paired-end sequencing libraries were constructed using a standard mRNA NEBNext Poly(A) selection Library Prep Kit (Illumina). Library Quality Control analysis was performed by using Qubit and BioAnalyzer to determine the concentration and size bp. Samples were then sequenced at multiplex Paired-End 150 bp using the Illumina NovaSeq 6000 sequencing platform. To confirm sequencing quality, Illumina Quality Scores were calculated utilizing the following equation: Q = −10log_10_I. All samples sequenced reached sequencing quality of at least Q(30).

### Sequencing analysis: alignment, mapping, quantification, differential expression

Gene alignment, read mapping, gene counts quantification, and differential gene expression analyses were conducted at the Creative Data Solutions (CDS) Core at Vanderbilt. RNA-seq reads were adapter-trimmed and quality-filtered using Trimgalore v0.6.7 (67) and Cutadapt 1.18 (68) to remove adapter sequences and pairs that were either shorter than 20 bp or that had Phred scores less than 20. An alignment reference was generated from the mm39 mouse genome and GENCODE comprehensive gene annotations (M31), to which trimmed reads were aligned and counted using Spliced Transcripts Alignment to a Reference (STAR) v2.7.9a (69) with the –quantMode GeneCounts parameter. About 30–50 million uniquely mapped reads were acquired per sample. DESeq2 package v1.36.0 (70) was used to perform sample-level quality control, low count filtering, normalization and downstream differential gene expression analysis. Genomic features counted fewer than five times across at least three samples were removed. The measure of standard deviation (sd) and quantiles on principal component 1 (PC1) among samples was used to assess whether any samples were a statistical outlier. 

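On PC1 of all 23 samples, computed over the 500 most variable genes after DESeq2's variance-stabilizing transformation, Control *APP/PS1* 0010 scored 17.0. This was 0.644 SD above the mean of its group (14.8 ± 3.28, SD, n = 7, 0010 included) and 0.0438 interquartile ranges beyond the group's upper quartile. On PC1 of the 18865 genes with at least 5 counts in at least 3 of the samples, 0010 scored 51.5, which was 2.13 SD from the group mean (13.7 ± 17.8, SD, n = 7) and 5.27 interquartile ranges beyond the quartile, while the other 6 Control *APP/PS1* samples lay between -4.49 and 15.2. *Slc11a2* KD *APP/PS1* 0004 lay 1.59 SD from its group mean (15.7 ± 4.44, SD, n = 5, 0004 included) and 6.18 interquartile ranges beyond the lower quartile over the 500 genes. Over the 18865 genes it lay 1.47 SD from the mean and 0.936 interquartile ranges beyond the quartile. On PC1 of the 12 *APP/PS1* samples alone, 0010 lay 2.09 SD from the mean of its group and 2.96 interquartile ranges beyond the quartile over the 500 most variable genes, and 2.07 SD and 4.402 interquartile ranges over 17479 genes. In the same 12 samples 0004 lay 1.399 and 1.402 SD from its group mean, and 0.780 and 0.660 interquartile ranges beyond the quartile.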

One sample in the Control *APP/PS1* group was removed from analyses after exhibiting a deviation of > 2 standard deviations and an interquartile range of > 1.5 in PC1 compared to its respective group (sample shown in **Additional File 4: Fig. S2B and C**). Five to six biological replicates per condition were included for the differential expression analysis. Differentially expressed genes were identified using a false discovery rate (FDR) adjusted p-value threshold of 0.05, calculated using the Benjamini-Hochberg (BH) procedure for multiple hypothesis testing correction, and a log2 fold change threshold of greater than 1. Gene set enrichment analysis (GSEA) (71) was performed using the R package Clusterprofiler (72) with gene sets from the Mouse MSigDB database (73). Coverage of reads across annotated exons in the *Slc11a2* gene analysis was done using the R package ggcoverage 1.3.0 (74). All data processing was performed at the Advanced Computing Center for Research and Education (ACCRE) at Vanderbilt University.

### Data and statistical analyses

Data are presented as mean ± S.E.M. All experiments were analyzed using analysis of variance (ANOVA) for multiple comparisons followed by appropriate post-hoc analyses unless otherwise noted. Male and female data were first compared using ANOVA (2(Sex) × 2(Genotype) × 2(Treatment), followed by Sidak’s corrections for multiple comparisons and analysis of interaction effects. Based on our previous work showing sex differences in *Slc11a2* expression between males and females, most primary analyses were conducted within each sex separately to assess the effect of *Slc11a2* knockdown in each sex. To do this, a 2(Genotype) × 2(Treatment) ANOVA followed by Sidak’s corrections was used. In analyzing MWM data, repeated measures ANOVA (2(Knockdown) × 2(*APP/PS1* Genotype) × 5(Day)) was used to analyze latency data from multiple training days and Tukey’s post-hoc analysis was used following significant F values to establish differences among all groups. Data from primary cell and IMG cell experiments were analyzed using either 2(Treatment) × 2(Age) ANOVA or 3(Treatment) × 2(ebselen/DMSO) ANOVA, respectively. Sidak’s post-hoc analysis was used for interaction effects and corrections for multiple comparisons. Statistical outliers within each group for all studies were identified using either the ROUT or Grubb’s method for outliers and excluded from statistical analyses. GraphPad Prism 9 (GraphPad Software, San Diego, CA, USA) was used for statistical analyses outside of RNA-seq analyses conducted in R. Differences among groups were considered significant at values of p < 0.05.

## Results

### Age and Aβ stimulation synergize to increase microglial Slc11a2 and iron loading markers in primary microglia.

To assess a potential role for microglial iron and *Slc11a2* in aging and amyloid-related pathology, we isolated glia from young and aged mice for primary cell *in vitro* experiments. We first observed significant ferritin (FtL) protein deposits in cells isolated from aged compared to young mice (Fig. 1A), demonstrating, as others have shown, a key iron-loading microglial phenotype in aging (38, 75). To determine whether *Slc11a2* contributes to this age-associated increase in iron and whether the transporter gene plays a role in amyloid-related disease conditions, isolated microglia from young and aged mice were treated *in vitro* with an acute stimulus of 1 μM oligomeric Aβ for 24 h and gene expression of *Slc11a2* was measured. As others have also shown (24, 45), there was a significant increase in microglial *Slc11a2* in response to acute Aβ exposure (Fig. 1B, *Treatment*, F(1, 35) = 48.91, p < 0.0001). Additionally, glia from the two-year-old aged mice exhibited an augmented Aβ-induced *Slc11a2* response, which was significantly greater than the response observed in the cells from young mice (*Age*, F(1, 35) = 11.21, p = 0.002; young vs. old Aβ, p = 0.005). In addition, there was a robust increase in pro-inflammatory cytokines *Tnfα, Il1β*, and *Il6* in response to Aβ (Fig. 1C–E, *Il6*: *Treatment*, F(1, 32) = 41.20, p < 0.0001; *Il1β*: F(1, 34) = 24.23, p < 0.0001; *Tnfα*: F(1, 34) = 77.83, p < 0.0001), which was even greater in the glia from the aged mice compared to those isolated from the young mice (significant for *Tnfα*: *Age*, F(1, 34) = 6.52, p = 0.015, *Interaction* F(1, 34) = 5.57, p = 0.024; young vs. aged Aβ p = 0.005). Along with differences in Aβ-induced *Slc11a2* gene levels in the glia from the aged mice, there was a significant increase in iron-storage genes *Ftl* and *Fth1* in response to Aβ only in the cells from the aged animals (Fig. 1F–G). Specifically, Aβ induced an increase in *Fth1* in the aged glia (*Age*, F(1, 29) = 12.46, p = 0.001, *Treatment*, F(1, 29) = 13.67, p = 0.0009), and *Fth1* and *Ftl* were significantly higher in response to Aβ in the aged cells when compared to the young cells (*Fth1*, young vs. aged, p = 0.01; *Ftl*: *Age*, F(1, 34) = 7.92, p = 0.008, young vs. aged, p = 0.02). There were no differences in *Tfrc* gene expression – another main iron importer gene – due to age or Aβ treatment (Fig. 1H, p > 0.05), suggesting that a specific gene expression increase in *Slc11a2* may accompany age- and Aβ-related changes in cellular iron and inflammatory status. Aβ also decreased *Slc40a1* levels (gene for ferroportin, main iron exporter) to a similar degree in the cells from the young and aged animals (Fig. 1I, *Treatment*, F(1, 30) = 23.40, p < 0.0001), further suggesting that a specific alteration in *Slc11a2* in response to age and amyloid may be involved in the progression of disease.

### DMT1 inhibition in vitro significantly blunts Aβ-induced inflammation and decreases cellular iron levels in immortalized microglia.

Based on the purported roles for DMT1 in Aβ stimulation and iron load, we characterized the effect of inhibiting DMT1 on Aβ and iron-induced inflammation in an *in vitro* system. Cells from the murine immortalized microglial cell line, “IMG” cells (62), were treated with ebselen, a pharmacological inhibitor of DMT1 (63), before subsequent treatment with scrambled Aβ, oligomeric Aβ_1–42_ alone, or iron (50 μM FAC) + Aβ_1–42_. Aβ stimulation leads to a robust increase in microglial pro-inflammatory *Il1β, Il6, Tnfα*, and *Nos2* transcription, as expected (Fig. 2A–D, *Il1β*: *Treatment*, F(3, 22) = 16.78, p < 0.0001; *Il6*: *Treatment*, F(3, 23) = 5.28, p = 0.006; *Tnfα*: *Treatment*, F(3, 23) = 10.89, p = 0.0001; *Nos2*: *Treatment*, F(3, 23) = 16.31, p < 0.0001). Addition of 50 μM FAC did not have a significant effect on Aβ-induced inflammatory markers. Ebselen profoundly decreased the Aβ-induced pro-inflammatory cytokine response for all three cytokines assayed along with *Nos2*, even in the absence of excess iron added to the media (Aβ alone condition) (Fig. 2A–D, *Il1β*: *Interaction*, F(3, 22) = 15.76, p < 0.0001; *Il6*: *Interaction*, F(3, 23) = 4.81, p = 0.0096; *Tnfα*: *Interaction*, F(3, 23) = 6.89, p = 0.0018; *Nos2*: *Interaction*, F(3, 23) = 13.18, p < 0.0001). Aβ induced a significant upregulation in *Slc11a2* and ebselen inhibited this increase when a bolus of FAC was added as well (Fig. 2E, *Treatment*, F(3, 23) = 5.07, p = 0.008, *Interaction*, F(3, 23) = 3.49, p = 0.032). This was paralleled by a change in total intracellular iron levels as measured via ICP-MS, where ebselen significantly decreased cellular iron levels in the FAC + Aβ_1–42_ condition (Fig. 2F, *Treatment*, F(3, 16) = 72.53, p < 0.0001, *Ebselen*, F(1, 16) = 4.15, p = 0.058, *Interaction*, F(3, 16) = 3.52, p < 0.05). These data demonstrate associations between DMT1 inhibition, decreases in cellular iron levels, and blunted Aβ-induced pro-inflammatory responses in IMG cells.

### Microglial *Slc11a2* knockdown results in a hyperactive phenotype in female *APP/PS1* mice and worsens hyperactivity in male *APP/PS1* mice at 12–15 months.

To determine the effects of knocking down *Slc11a2* in vivo, we generated a transgenic mouse line allowing for inducible knockdown of *Slc11a2* in microglia between 5–6 months of age. Between 7–9 months after tamoxifen treatment, when mice were 12–15 months of age, male and female control WT, control *APP/PS1*, *Slc11a2*^KD^ WT, and *Slc11a2*^KD^ *APP/PS1* mice were run through a series of behavioral assays to assess the effect of microglial *Slc11a2* knockdown on aspects of behavior and cognition.

First, to assess locomotor activity, mice were tested in elevated zero maze (EZ maze, 5 min), open field chambers (45 min), and one-trial spontaneous alternation Y-maze tests (6 min) and total distance traveled was measured in each. In females, control *APP/PS1* mice did not exhibit differences in baseline locomotor activity compared to control WT female mice in any of the assays tested (Fig. 3A–F; p > 0.05). However, microglial *Slc11a2*^KD^ female *APP/PS1* animals exhibited a significant increase in distance traveled in all three activity measurement assays compared to their non-*APP/PS1* counterparts (Fig. 3A, C, E, F; activity measurements, EZ maze: *APP/PS1*, F(1, 38) = 9.28, p = 0.004, *Interaction effect*, F(1, 38) = 12.29, p = 0.001; open field: *Interaction*, F(1, 39) = 5.36, p = 0.03; Y-maze activity: *APP/PS1*, F(1, 40) = 5.23, p = 0.03, *Interaction*, F(1, 40) = 5.92, p = 0.02; arm entries in Y-maze: *APP/PS1*, F(1, 40) = 5.76, p = 0.02, *Interaction*, F(1, 40) = 7.93, p = 0.008). As control measurements to assess for anxiety-like behavior, the amount of time spent in the open arms of the EZ maze (Fig. 3B, p > 0.05) or in the center area of the open field chambers were not significantly different (Fig. 3D, p > 0.05). Additionally, there were no significant differences in Y-maze spontaneous alternation capacity between any groups (Fig. 3G, p > 0.05).

Male *APP/PS1* mice exhibited a significant increase in activity in the EZ maze compared to WT controls (Fig. 4A; EZ Maze: *APP/PS1 effect*, F(1, 48) = 22.61, p < 0.0001). There was a significant main effect of *Slc11a2* knockdown on activity in the EZ maze in males (*Knockdown effect*, F(1, 48) = 8.18, p = 0.0063), and post-hoc analyses revealed that *Slc11a2* knockdown had a greater effect on the hyperactive phenotypes observed in the *APP/PS1* males compared to corresponding controls (Fig. 4A, EZ maze: Control vs. *APP/PS1*, p = 0.013, *Slc11a2*^KD^ Control vs. *Slc11a2*^KD^ *APP/PS1*, p = 0.0006). This was observed in the absence of a significant anxiety-like phenotype, with no difference in time spent in the open arms of the EZ maze (Fig. 4B). Male *APP/PS1* mice did not show any significant differences in total distance traveled or anxiety-like behavior in the open field chambers over 45 min (Fig. 4C–D, p > 0.05).

However, there was a significant *APP/PS1*-associated increase in activity in a 6 min Y-maze in the males (Fig. 4E; Y-maze: *APP/PS1 effect*, F(1, 46) = 8.40, p = 0.006), which was exacerbated in the *Slc11a2* knockdown animals (Fig. 4E, Y-maze activity post-hoc comparisons: Control vs. *APP/PS1*, p = 0.39, *Slc11a2*^KD^ Control vs. *Slc11a2*^KD^ *APP/PS1*, p = 0.012; Fig. 4F, Y-maze arm entries: F(1, 46) = 5.65, p = 0.02; post-hoc comparisons: Control WT vs. *APP/PS1*, p = 0.61, *Slc11a2*^KD^ WT vs. *Slc11a2*^KD^ *APP/PS1*, p = 0.03). There were no significant differences in Y-maze spontaneous alternation capacity as a measure of working memory (Fig. 4G). Overall, these data suggest that microglial *Slc11a2* knockdown is associated with an exaggerated hyperactive phenotype in the *APP/PS1* animals, particularly in female mice.

### *Slc11a2* knockdown worsens memory performance in Morris water maze and cued fear conditioning assay in *APP/PS1* females.

To determine whether *Slc11a2* knockdown affected measurements of well-being, cognition, and longer-term learning and memory, several behavioral tasks were utilized. An overnight nest building assay revealed a robust *APP/PS1*-associated deficit in nestlet amount shredded in the females; however, there was no additional effect of *Slc11a2* knockdown on this measurement of cognition and well-being (Control WT mean, 4.3 g ± 0.28; Control *APP/PS1* mean, 1.73 g ± 0.30; *Slc11a2*^KD^ WT mean, 3.5 g ± 0.47; *Slc11a2*^KD^ *APP/PS1* mean, 1.48 g ± 0.35; *APP/PS1 effect*, F(1, 38) = 43.54, p < 0.0001). To assess learning and spatial memory, mice underwent five days of trials to find a hidden platform in Morris water maze (MWM), a widely used test for hippocampal-dependent spatial navigation and memory. Over the course of five days, all female mice (regardless of *APP/PS1* genotype or *Slc11a2* knockdown) effectively learned the location of the platform compared to their baseline on day one, exhibiting significantly shorter path lengths to find the platform by day five (Fig. 5A; *Day effect*, F(2.75, 110.1) = 11.38, p < 0.0001). Female *APP/PS1* mice were not different than control WT females at finding the hidden platform during training days. However, microglial *Slc11a2*^KD^ female *APP/PS1* animals exhibited slightly longer path lengths to find the hidden platform, although this was not statistically significant (p = 0.1). Furthermore, in accordance with data from earlier tasks assessing locomotor activity, female *Slc11a2*^KD^ *APP/PS1* mice were significantly more hyperactive in the water maze (i.e., greater average swim speed) compared to all other groups (Fig. 5B; Knockdown × *APP/PS1* Interaction, F(1, 40) = 5.45, p = 0.025). Mice underwent one 60 sec probe trial for memory of platform location 24 h after the last set of training trials, in which the platform was removed from the pool and mice were allowed to swim freely. There were no significant differences in time spent in the target quadrant where the platform location was previously (Fig. 5C, p > 0.05); however, female *APP/PS1* mice overall exhibited a decrease in time spent around the exact platform location (exact platform location, plus 1.5 cm surrounding radius) compared to WT littermate controls (Fig. 5D; Females: *APP/PS1 effect*, F(1, 39) = 8.90, p = 0.005). Female *Slc11a2*^KD^ *APP/PS1* mice exhibited a significant further reduction in time spent around the platform location, suggesting an exacerbated loss of memory function in these animals (Females: post hoc analysis: Control WT vs. Control *APP/PS1*, p = 0.68; *Slc11a2*^KD^ WT vs. *Slc11a2*^KD^ *APP/PS1*, p = 0.004). To further assess the effects of *Slc11a2* knockdown on memory function, we utilized a fear conditioning assay in which a tone was succeeded by a mild foot shock. During the initial training session, all groups significantly increased freezing by the third tone presentation, albeit *APP/PS1* females overall froze less over the course of the 8 min training session (Fig. 5E, *Time effect*, F(6.9, 279.3) = 41.1, p < 0.0001; *Interaction of Time* × *APP/PS1*, F(15,600) = 4.91, p < 0.0001). In the contextual fear conditioning assay, female *APP/PS1* mice exhibited a disease model-associated deficit in fear memory (Fig. 5F, *APP/PS1 effect*, F(1, 39) = 12.26, p = 0.0012); although, there was no additional effect of *Slc11a2* knockdown. However, in the cued fear conditioning memory task, female *Slc11a2*^KD^ *APP/PS1* mice displayed a significant worsening in fear memory associated with presentation of a tone (Fig. 5G, *Knockdown* × *APP/PS1 Interaction*, F(1, 39) = 4.19, p = 0.047). Indeed, although all females exhibited an increase in freezing in response to the presentation of the tone (*Tone*, F(1, 39) = 145.2, p < 0.0001), female *Slc11a2*^KD^ *APP/PS1* mice were significantly less responsive compared to all other groups (Fig. 5H; *Interaction of Knockdown* × *APP/PS1*, F(1, 39) = 5.39, p = 0.026).

Male *APP/PS1* animals displayed a significant deficit in nest building capacity compared to littermate WT control mice, with no additional effect due to *Slc11a2*^KD^ (Control WT mean, 3.17 g ± 0.52; Control *APP/PS1* mean, 2.03 g ± 0.41; *Slc11a2*^KD^ WT mean, 3.82 g ± 0.34; *Slc11a2*^KD^ *APP/PS1* mean, 2.35 g ± 0.44; *APP/PS1 effect*, F(1, 47) = 9.15, p = 0.004). In the MWM, all males regardless of experimental group learned the location of the platform by the end of five training days, albeit *APP/PS1* males exhibited longer path lengths over the course of the training compared to WT controls (Fig. 6A; Males: *Day effect*, F(2.891, 135.9) = 20.45, p < 0.0001; *APP/PS1* effect, F(1, 47) = 5.99, p = 0.018). This behavioral phenotype was observed in the absence of differences in swim speeds between groups (Fig. 6B, p > 0.05), demonstrating a disease model-associated learning deficit in the males. In the MWM probe trial, there were no significant differences between groups in time spent in the target quadrant of the previous platform location (Fig. 6C, p > 0.05); however, male *APP/PS1* mice overall spent significantly less time around the remembered platform location (platform location, including 1.5 cm surrounding radius) compared to WT controls (Fig. 6D; Males: *APP/PS1 effect*, F(1, 46) = 6.55, p = 0.01). There were no differences in male *Slc11a2*^KD^ animals compared to *Slc11a2*-intact control animals in MWM. In the fear conditioning task, male *APP/PS1* animals exhibited decreased freezing during the training session (Fig. 6E, *Interaction of Time* × *APP/PS1*, F(15, 705) = 2.25, p = 0.004). There were no significant differences between any groups of the males in the contextual fear conditioning assay (Fig. 6F, p > 0.05), although male *APP/PS1* mice overall performed worse on the cued fear conditioning task for memory compared to WT controls (Fig. 6G–H, *APP/PS1 effect*, F(1, 46) = 4.15, p = 0.047). *Slc11a2* knockdown had no effect on performance in these assays in the males. Overall, these data suggest that microglial *Slc11a2* knockdown is associated with significant worsening of cognitive dysfunction in several tasks in a sex-specific manner, particularly in female *APP/PS1* animals.

### Hippocampal microglia from female *Slc11a2*^KD^ *APP/PS1* animals exhibit significant alterations in DAM-like inflammatory and oxidative gene markers.

Significant alterations in gene expression from isolated microglia have been shown in AD models and human patients (35, 36). Thus, to examine transcriptomic changes in microglia in our studies, we magnetically isolated CD11b + microglia from the bilateral hippocampus from female mice for bulk RNA-sequencing. 

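The magnetic beads bound CD11b, a surface protein of microglia and other myeloid cells, and the RNA of the bound cells was sequenced in bulk. Every mouse carried floxed *Slc11a2* and a tamoxifen-inducible Cre recombinase expressed from the *Cx3cr1* locus. The *Slc11a2* KD mice received 4 mg of tamoxifen by gavage on each of 5 days at 5 to 6 months of age and the Control mice received corn oil, so tamoxifen and knockdown went together in every comparison. The deposited samples were 6 Control WT, 7 Control *APP/PS1*, 5 *Slc11a2* KD WT and 5 *Slc11a2* KD *APP/PS1* samples. The paper removed Control *APP/PS1* 0010 as an outlier on PC1, and values are given over the remaining 22 samples unless 0010 is named. The authors trimmed the reads, aligned them with STAR and counted the uniquely mapped reads on each gene, and they deposited these counts without normalization for 18876 genes. The counts on genes summed to between 31128643 and 44311461 per sample in Control WT (median 36629987.5, n = 6) and to between 39227315 and 54872491 in Control *APP/PS1* (median 44803828, n = 6). They summed to between 33418857 and 46297207 in *Slc11a2* KD WT (median 39903935, n = 5) and to between 34337716 and 52188165 in *Slc11a2* KD *APP/PS1* (median 46910389, n = 5). Sample 0010 held 42281899 counts on genes. The paper's methods give the depth in uniquely mapped reads, a unit that also includes reads outside genes. The 10 genes with the most counts held between 8.63% and 11.0% of a sample's counts. The library numbers in the sample names ran from 5 to 17 in the Control samples and from 1 to 4 or from 18 to 23 in the *Slc11a2* KD samples. The numbers go from 1 to 23 without a gap, and the runs 1 to 4, 5 to 17 and 18 to 23 were divided where the label for knockdown changes. Whether samples were handled in batches along these runs is not recorded in the labels. The 18759 genes with at least 5 counts in at least 3 of the 22 samples were tested. Samples were scaled by edgeR's TMM method, and all 4 groups were fitted together with edgeR's quasi-likelihood test, which gives the adjusted p-values after Benjamini-Hochberg adjustment over all genes tested. Expression is given as TMM-normalized CPM, and every test was two-sided.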

Primarily, we sought to determine changes in hippocampal microglia that may underlie the behavioral and memory-associated deficits observed primarily in the female *Slc11a2*^KD^ *APP/PS1* animals. In the *Slc11a2* knockdown microglia, we first confirmed abrogation of expression in the *Slc11a2* gene between exons 6–8 (**Additional File 4: Fig. S2A**), similar to what has been shown by others in this mouse model used to knockdown *Slc11a2* (76, 77). 

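*Slc11a2* lies on the minus strand of chromosome 15 of GRCm39, from 100285776 to 100322953. Its canonical transcript, 1 of several annotated, has 17 exons, of which exons 6 to 8 lie between 100303457 and 100304267 and hold 246 of the 3025 bp of exon sequence, or 8.13%. The deposited counts give 1 total per gene and sample, with the reads over exons 6 to 8 not separated, and coverage of single exons was not analysed here.

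**Figure D1:**
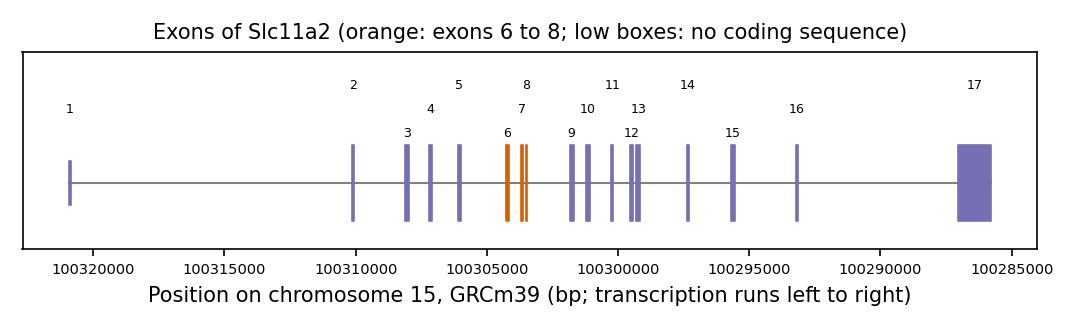
Exons of the canonical *Slc11a2* transcript drawn to scale along chromosome 15 of GRCm39 (position in bp), with the exons 6 to 8 marked. The marked exons hold 246 of 3025 bp of exon sequence.

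The gene total was 34.2 ± 4.75 CPM (SD, n = 5) in the samples labelled *Slc11a2* KD WT and 35.1 ± 5.13 CPM (SD, n = 6) in Control WT, a log2 fold change of -0.04 (standard error 0.14, adjusted p = 1, edgeR), which lay between -0.09 and 0.04 with each sample left out in turn. A loss of all reads over exons 6 to 8, spread evenly over the exons of this transcript, would change the gene total by -0.12 on the log2 scale, which is smaller in size than this standard error, so such a loss was not detectable in the gene total. In the samples labelled *Slc11a2* KD *APP/PS1*, the total was 56.5 ± 13.5 CPM (SD, n = 5) against 43.2 ± 3.93 CPM (SD, n = 6) in Control *APP/PS1*, a log2 fold change of 0.39 (standard error 0.14, adjusted p = 0.205, edgeR) with an exact permutation p of 0.0433. DESeq2 in place of edgeR gave 0.44 with an adjusted p of 0.0498. With each sample left out in turn, the edgeR log2 fold change lay between 0.25, without 0021, and 0.50, without 0004. By sample, with the scaling taken over all 23 samples, *Slc11a2* KD WT 0001, 0002, 0003, 0019 and 0022 had 37.1, 31.4, 26.8, 36.5 and 37.7 CPM of *Slc11a2*. *Slc11a2* KD *APP/PS1* 0004, 0018, 0020, 0021 and 0023 had 37.5, 51.6, 58.6, 74.4 and 57.7 CPM. The removed Control *APP/PS1* 0010 had 42.8 CPM, and with it kept the log2 fold change in *APP/PS1* stayed at 0.39 with an adjusted p of 0.595. Because the gene total was not lower in the samples labelled *Slc11a2* KD, all directions follow the labels.

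**Figure D2:**
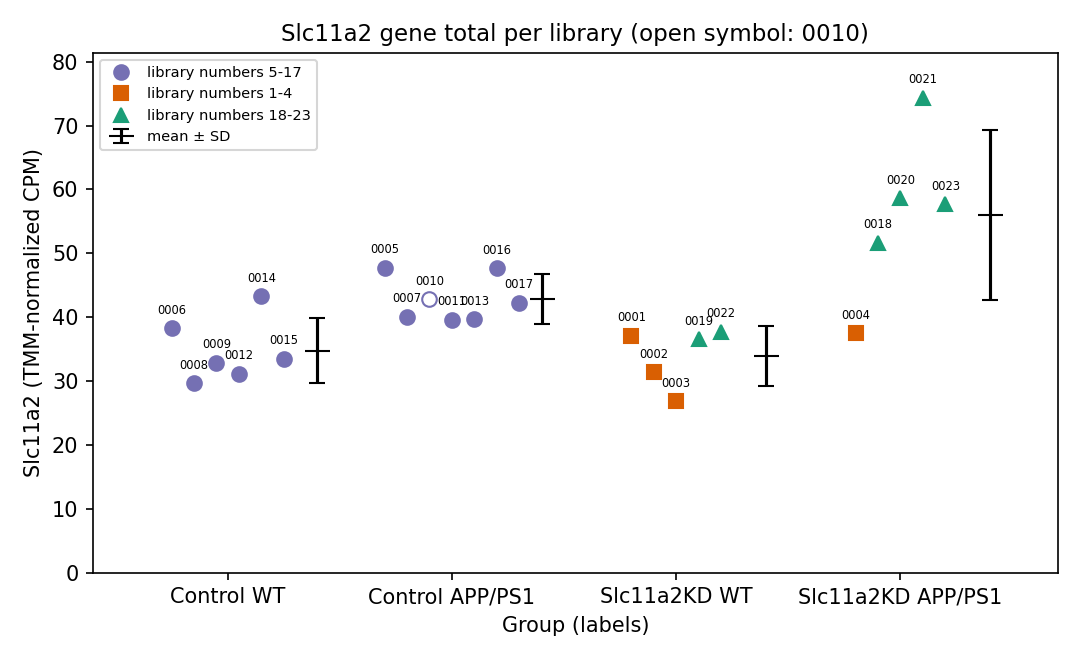
*Slc11a2* expression (CPM) in each sample by group, scaled over all 23 samples, with group means without 0010 and error bars of 1 SD. The 4 *Slc11a2* KD *APP/PS1* samples with library numbers 18 to 23 lie between 51.6 and 74.4 CPM, and 0004 lies at 37.5.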

Principal component analysis revealed a primary effect of *APP/PS1* genotype on overall gene expression in isolated cells (Fig. 7A). 

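Over the 500 most variable genes, PC1 held 50.3% and PC2 14.8% of the variance among the 22 samples. PC1 scores were 16.0 ± 3.47 (SD, n = 11) in *APP/PS1* samples and -16.0 ± 3.34 (SD, n = 11) in WT samples, a difference of 32.0 (permutation test, p = 1e-05, the smallest that 100000 permutations can give). The lowest *APP/PS1* score was 9.98 and the highest WT score was -7.85. Keeping 0010 changed the difference to 31.7. With log2 CPM in place of the variance-stabilizing transformation it was 55.0, in units that cannot be compared with 32.0. Over all genes past the filter, PC1 held 35.5% of the variance and differed by 44.7 between the genotypes (permutation test, p = 6e-05). There PC1 also differed by 58.6 between *Slc11a2* KD libraries 18 to 23 and 1 to 4 (exact permutation test, p = 0.0143), a split that does not separate the genotypes. PC2 separated the *Slc11a2* KD samples by library number. Libraries 18 to 23 scored 11.2 ± 4.29 (SD, n = 6) and libraries 1 to 4 scored -7.15 ± 1.94 (SD, n = 4), with an exact permutation p of 0.00476, the smallest that the 210 splits allow. Each of these runs held *Slc11a2* KD samples of both genotypes, with 0004 the only *APP/PS1* sample of libraries 1 to 4. Control WT 0012 and 0015 scored 15.9 and 4.57 on PC2, and the other Control samples scored -2.30 or less. The samples with positive PC2 scores, 0012, 0015 and libraries 18 to 23, also had the highest mean log2 CPM of 20 choroid plexus marker genes. That mean was -1.51 or higher in them and -2.57 or lower in all others. A difference between runs on PC2 therefore cannot be told apart from a choroid plexus signal. Between *Slc11a2* KD and Control *APP/PS1* samples, PC2 differed with an exact permutation p of 0.0173. Between *Slc11a2* KD and Control WT samples, the exact permutation p on PC2 was 0.699.

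**Figure D3:**
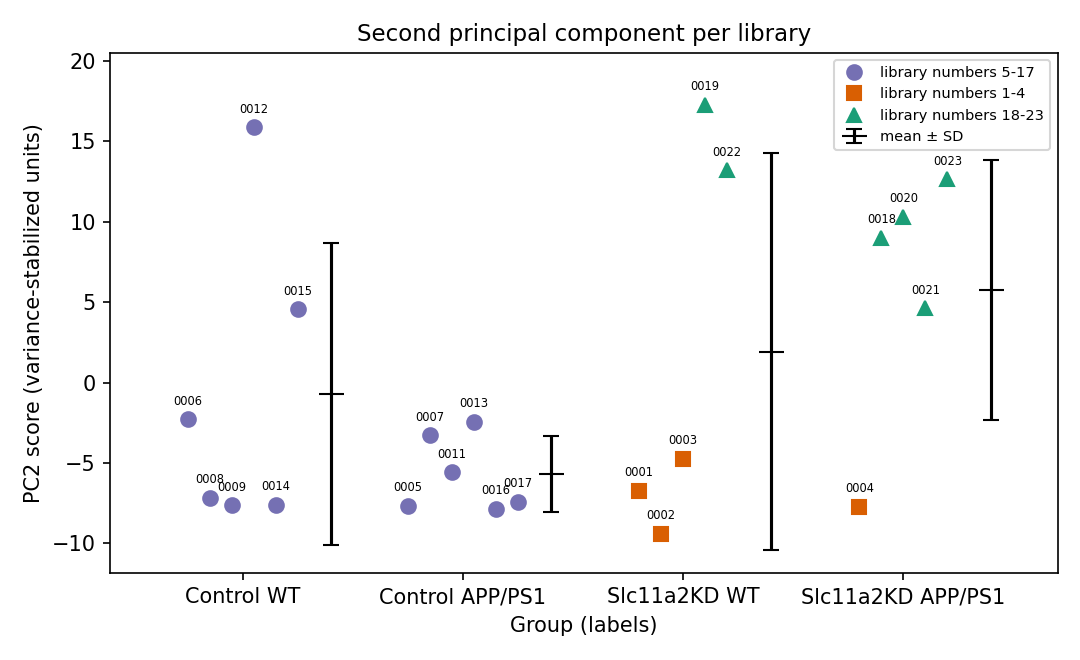
PC2 score of each sample over the 500 most variable genes, by run of library numbers and group. Among *Slc11a2* KD samples, libraries 18 to 23 score 4.61 or more, and libraries 1 to 4 at -4.76 or less. The samples with positive scores are also those with the highest expression of choroid plexus marker genes.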

As expected, hippocampal microglia isolated from *APP/PS1* control animals exhibited a significant and robust pattern of differential gene expression compared to microglia isolated from WT controls. 

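At an adjusted p-value under 0.05 (edgeR), 1124 genes were higher and 841 were lower in Control *APP/PS1* (n = 6) than in Control WT (n = 6). At an unadjusted p-value under 0.05, 4558 of the 18759 genes tested differed, or 24.3%. All 12 samples carried library numbers from 5 to 17, so this comparison lay within 1 run of library numbers. With Control *APP/PS1* 0010 kept, 1244 genes were higher and 885 lower. Requiring an absolute log2 fold change above 1 as well changed the number of higher genes by the largest factor, to 526, with 392 lower. For the lower genes the largest factor came from DESeq2 with only these groups in the fit, which called 1876 higher and 1866 lower genes. DESeq2 with all 4 groups gave 1238 higher and 1306 lower genes, and 1924 genes were past the threshold with both tests. With each sample left out in turn, between 911 and 1090 genes were higher and between 622 and 879 lower.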

We found 1,301 differentially expressed genes (DEG) that were elevated in microglia from *APP/PS1* control animals and 1,236 genes that were significantly downregulated in *APP/PS1* controls compared to WT controls (adjusted p-value < 0.05). 

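Among the genes past the threshold with a mean of at least 1 CPM over the samples, 1210 had no overlap between Control *APP/PS1* and Control WT samples, and the 3 with the largest log2 fold changes in each direction were taken. *Wif1*, *Yipf7* and *Corin* had no counts in any Control WT sample. *Wif1* averaged 7.06 ± 6.96 CPM (SD, n = 6) in Control *APP/PS1*, at least 90.3-fold higher than a floor of 3 counts (adjusted p = 0.000154, edgeR). *Yipf7* and *Corin* were at least 81.4-fold and 55.4-fold higher, with adjusted p-values of 2.77e-05 and 5.77e-05. The spread between samples was large, with *Wif1* between 0.515 and 19.7 CPM. Control *APP/PS1* 0010, which the paper removed, had 0.922 CPM of *Wif1*, 4.87 CPM of *Yipf7* and 1.56 CPM of *Corin*. *Atp1b1* fell by 3.53 on the log2 scale in Control *APP/PS1* (standard error 0.80, adjusted p = 0.00462). *Car14* fell by 3.33 (standard error 0.86, adjusted p = 0.0124) and *Tctn2* fell by 2.80 (standard error 0.63, adjusted p = 0.00426). The Control WT values of these genes rested largely on 0012 and 0015, which had 26.5 and 18.9 CPM of *Atp1b1* where the other 4 Control WT samples had at most 2.10 CPM. These 2 samples also held the most counts of choroid plexus marker genes among the Control samples.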

In examining the top 50 DEG (by fold-change and adj. p-value) in hippocampal microglia isolated from *APP/PS1* compared to WT control females, we observed changes in similar gene markers previously reported in AD-associated microglia. Specifically, there were robust increases in microglial phagocytic marker *Cd68* (78), hypoxia-related gene *Hif1α* (79), aging-associated marker *Clec7a* (80), lipid-droplet-associated marker *Plin2* (81), as well as Type I IFN-signaling gene, *Mamdc2* (82) (**Additional File 5: Fig. S3A**). 

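*Cd68*, on chromosome 11, had 926 ± 118 CPM (SD, n = 6) in Control *APP/PS1* and 409 ± 51.1 CPM (SD, n = 6) in Control WT, a log2 fold change of 1.18 (standard error 0.11, adjusted p = 4.79e-08, edgeR). *Hif1a* rose from 122 ± 15.1 to 502 ± 96.9 CPM (SD, n = 6 each), a log2 fold change of 2.04 (standard error 0.13, adjusted p = 4.66e-10). For *Clec7a*, the means were 586 ± 111 CPM in Control *APP/PS1* and 51.6 ± 38.0 CPM in Control WT (SD, n = 6 each), and the log2 fold change was 3.50 (standard error 0.32, adjusted p = 4.79e-08). *Plin2* had 128 ± 18.3 CPM against 40.4 ± 8.19 CPM (SD, n = 6 each) and a log2 fold change of 1.66 (standard error 0.14, adjusted p = 2.31e-08). The largest change of the 5 genes was in *Mamdc2*, with 191 ± 138 CPM in Control *APP/PS1* against 0.665 ± 0.403 CPM in Control WT (SD, n = 6 each), a log2 fold change of 8.15 (standard error 0.67, adjusted p = 1.33e-08). In all 5 genes, every Control *APP/PS1* sample was above every Control WT sample (exact permutation test, p = 0.00216). With 0010 kept, the log2 fold changes were 1.11 for *Cd68*, 1.95 for *Hif1a*, 3.46 for *Clec7a*, 1.65 for *Plin2* and 8.04 for *Mamdc2*.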

DEGs that were downregulated in *APP/PS1* hippocampal microglia compared to WT controls included homeostatic microglial marker *Tmem119*, as well as iron export gene, *Slc40a1* (ferroportin) (**Additional File 5: Fig. S3B**). 

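*Tmem119*, on chromosome 5, had 2177 ± 373 CPM in Control *APP/PS1* and 4613 ± 221 CPM in Control WT (SD, n = 6 each), a log2 fold change of -1.08 (standard error 0.10, adjusted p = 7.02e-08, edgeR). *Slc40a1* had 119 ± 16.9 CPM and 286 ± 23.3 CPM (SD, n = 6 each), a log2 fold change of -1.26 (standard error 0.10, adjusted p = 7.89e-09). The lowest Control WT values, 4319.9 CPM of *Tmem119* and 249 CPM of *Slc40a1*, were above the highest Control *APP/PS1* values, 2773 and 145 CPM. The log2 fold changes with 0010 kept were -1.102 for *Tmem119* and -1.21 for *Slc40a1*.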

Gene-set enrichment analysis (GSEA) revealed significant upregulations in genes involved in cholesterol homeostasis, cellular metabolism, and inflammatory activation in *APP/PS1* microglia (**Additional File 5: Fig. S3C**), similar to what others have shown previously in AD models (83).

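A list of 20 genes of cholesterol synthesis, written before the data were examined, was scored by its mean log2 CPM. The mean was 4.00 ± 0.16 (SD, n = 6) in Control *APP/PS1* and 3.32 ± 0.15 (SD, n = 6) in Control WT, a difference of 0.68 (exact permutation test, p = 0.00216, adjusted p = 0.0216 over the 10 gene lists tested). Of the 20 genes, 19 were higher in Control *APP/PS1*, and 9 passed the threshold over all genes tested. Keeping 0010, the difference was 0.71 (exact permutation test, p = 0.000583). The genes of the respiratory chain subunits, 86 in all, were higher by 0.37 (exact permutation test, p = 0.00866, adjusted p = 0.0361), and 81 ribosomal protein genes by 0.41 (exact permutation test, p = 0.0108, adjusted p = 0.0361). The gene sets of the paper's enrichment analysis were not used here.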

To determine the effect of *Slc11a2* knockdown on hippocampal microglia, we first compared microglial gene expression between *Slc11a2*^KD^ and Control WT females. As a result of knockdown alone, we only found 7 DEGs (**Additional File 6: Fig. S4A**). 

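No gene passed an adjusted p-value of 0.05 between *Slc11a2* KD WT (n = 5) and Control WT (n = 6) in edgeR, where the smallest adjusted p-value was 0.715. At an unadjusted p-value under 0.05, 1110 genes differed, or 5.92% of the genes tested. DESeq2 in place of edgeR, the change that moved this number the most, called 10 genes, and DESeq2 with only these groups in the fit called 3. With Control *APP/PS1* 0010 kept, 18865 genes were tested and 0 passed, with 1133 at an unadjusted p-value under 0.05. The *Slc11a2* KD WT samples came from both runs of library numbers. Between 0019 and 0022 on the one hand and 0001, 0002 and 0003 on the other, 763 genes passed the threshold.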

Top genes altered included *Ccr6* and *Cd5* (**Additional File 6: Fig. S4B-C**). 

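*Ccr6* was 40.7 ± 25.5 CPM (SD, n = 5) in *Slc11a2* KD WT and 0.903 ± 0.704 CPM (SD, n = 6) in Control WT, a log2 fold change of 5.46 (standard error 1.28, adjusted p = 0.715, edgeR; exact permutation p = 0.0108). *Slc11a2* KD WT 0003 had 0.708 CPM of *Ccr6*, within the range of the Control WT samples, and the other 4 were above all of them. *Cd5* had 1.54 ± 0.695 CPM (SD, n = 5) against 0.415 ± 0.280 CPM (SD, n = 6), a log2 fold change of 1.88 (standard error 0.48, adjusted p = 0.715; exact permutation p = 0.00866). With DESeq2, the adjusted p-values were 0.0144 for *Ccr6* and 0.0188 for *Cd5*, at log2 fold changes of 5.48 and 1.88. *Ccr6* also varied widely within Control *APP/PS1*, from 0.755 CPM in 0016 to 37.0 CPM in 0005.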

We then aimed to determine how *Slc11a2* knockdown affects microglial gene expression in the *APP/PS1* female animals. There were 150 genes significantly upregulated and 484 downregulated genes in microglia isolated from *Slc11a2*^KD^ *APP/PS1* animals compared to microglia from control *APP/PS1* mice. 

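No gene passed an adjusted p-value of 0.05 in either direction between *Slc11a2* KD *APP/PS1* (n = 5) and Control *APP/PS1* (n = 6) in edgeR, where the smallest adjusted p-value was 0.205. At an unadjusted p-value under 0.05, 3862 genes differed, or 20.6% of the genes tested. Of the 11 fits that each left out 1 sample of these groups, only the fit without 0004 gave any gene past the threshold. Among the other changes to the processing, DESeq2 on the same samples moved the number the most and called 449 higher and 131 lower genes, and DESeq2 with only these groups in the fit called 55 and 18. With Control *APP/PS1* 0010 kept, 0 genes passed and 1359 had an unadjusted p-value under 0.05. A term for library numbers 18 to 23 in the model left 538 genes at an unadjusted p-value under 0.05. That term rests on the *Slc11a2* KD samples alone, as 4 of the 5 *Slc11a2* KD *APP/PS1* samples and no Control sample carried those numbers.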

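*Ttr*, on chromosome 18, had 166 ± 146 CPM (SD, n = 5) in *Slc11a2* KD *APP/PS1* and 0.163 ± 0.242 CPM (SD, n = 6) in Control *APP/PS1*, a log2 fold change of 9.99 (standard error 2.60, adjusted p = 0.205, edgeR; exact permutation p = 0.00649). *Enpp2*, on chromosome 15, had 52.1 ± 39.5 CPM against 1.64 ± 1.03 CPM, a log2 fold change of 4.99 (standard error 1.403, adjusted p = 0.205, n = 5 and 6). DESeq2 gave log2 fold changes of 10.06 and 5.04, both with an adjusted p of 0.0206. With the scaling over all 23 samples, *Slc11a2* KD *APP/PS1* 0018, 0020, 0021 and 0023 had 165, 217, 63.8 and 375 CPM of *Ttr*, and 0004 had 0.227. Among the WT samples, Control WT 0012 and 0015 had 987 and 610.2 CPM and *Slc11a2* KD WT 0019 and 0022 had 413 and 318. *Slc11a2* KD WT 0001 had 29.2 CPM and the removed Control *APP/PS1* 0010 had 5.79, while every other sample had at most 1.07 CPM. *Enpp2* was highest in the same 2 Control WT samples, at 723 and 286 CPM. With 0010 kept, the log2 fold changes were 7.49 for *Ttr* and 5.01 for *Enpp2*, with adjusted p-values of 0.595.

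**Figure D4:**
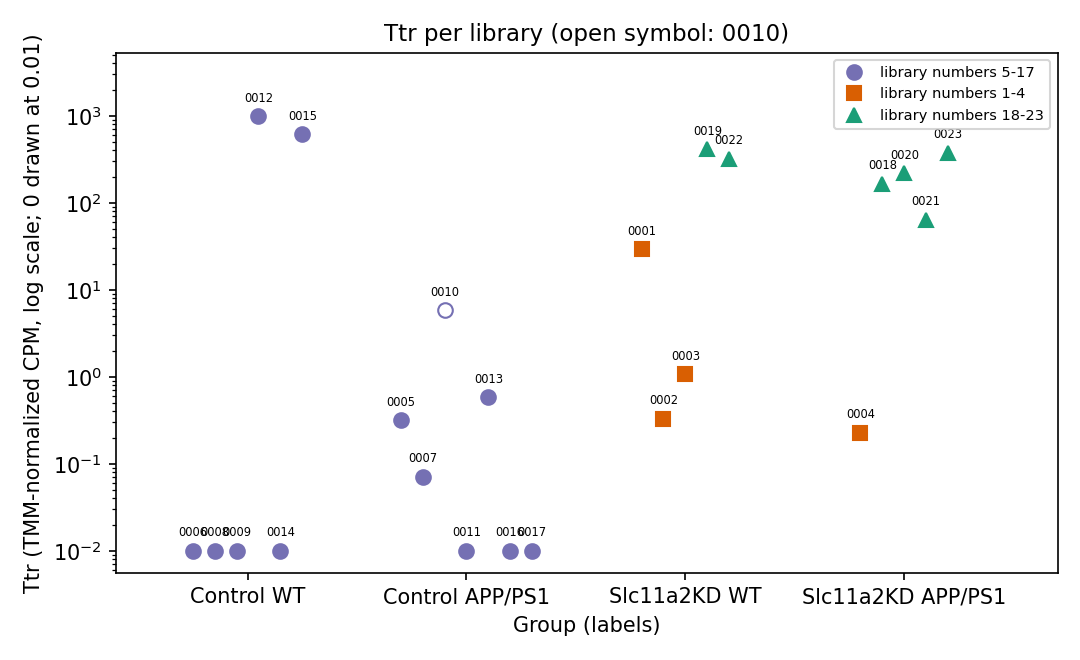
*Ttr* expression in each sample (CPM on a log axis, scaled over all 23 samples, 0 drawn at 0.01) by group and run of library numbers. The highest values are in Control WT 0012 (987 CPM) and 0015 (610.2 CPM), and the 6 *Slc11a2* KD samples of libraries 18 to 23 lie between 63.8 and 413 CPM.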

Of these *DEGs, Enpp2* and *Ttr* were robustly upregulated in knockdown cells compared to controls (Fig. 7B). 

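*Apoe*, on chromosome 7, had 668 ± 148 CPM (SD, n = 5) in *Slc11a2* KD *APP/PS1* and 1452 ± 858 CPM (SD, n = 6) in Control *APP/PS1*, a log2 fold change of -1.12 (standard error 0.29, adjusted p = 0.205, edgeR). The Control *APP/PS1* samples of *Apoe* spread from 608 to 2914 CPM. The log2 fold change was -0.97 for *Cybb* (standard error 0.34, adjusted p = 0.205) and -0.86 for *Bin2* (standard error 0.34, adjusted p = 0.205). *Bin2* had 35.0 ± 22.7 CPM against 63.8 ± 12.4 CPM (SD, n = 5 and 6; exact permutation p = 0.0303), and 4 of 5 *Slc11a2* KD *APP/PS1* samples were below every Control *APP/PS1* sample. The removed Control *APP/PS1* 0010 had 24.5 CPM of *Bin2*, below the other 6 Control *APP/PS1* samples. DESeq2 gave adjusted p-values of 0.0431 for *Apoe*, 0.0495 for *Cybb* and 0.0528 for *Bin2*. With a term for library numbers 18 to 23 in the edgeR model, the log2 fold change of *Bin2* was 0.05, that of *Apoe* was -0.62, and *Cybb* kept its direction.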

Of the top 50 identified DEGs between *Slc11a2*^KD^ *APP/PS1* and control *APP/PS1* females, *Apoe* (encoding apolipoprotein E), *Cybb* (gene for NOX2), and homeostatic marker *Bin2* were also significantly downregulated in the knockdown cells compared to the control *APP/PS1* cells (Fig. 7B–C). GSEA in the *Slc11a2*^KD^ and control *APP/PS1* microglia revealed significant increases in genes associated with cellular metabolism – in particular, oxidative phosphorylation and fatty acid metabolism – and reactive oxygen species (ROS) pathways (Fig. 7D). 

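The 86 genes of the respiratory chain subunits had a mean log2 CPM of 6.66 ± 0.42 (SD, n = 5) in *Slc11a2* KD *APP/PS1* and 6.19 ± 0.17 (SD, n = 6) in Control *APP/PS1*. The difference was 0.47 (exact permutation test, p = 0.0368, adjusted p = 0.184 over the 10 gene lists), and 79 of the 86 genes were higher. With 0004 left out, it was 0.63 (exact permutation test, p = 0.00476, adjusted p = 0.0238), and 69 of the genes were past the threshold one by one. Ribosomal protein genes were higher by 0.42 (81 genes, exact permutation test, p = 0.0779). With 0010 kept, the difference in the respiratory chain genes was 0.34 (exact permutation test, p = 0.177), and limma's camera test with an estimated correlation between genes was not past the threshold. Within *Slc11a2* KD WT, the respiratory chain genes were higher by 0.92 in libraries 18 to 23 (n = 2) than in libraries 1 to 3 (n = 3), where an exact permutation test cannot give a p under 0.1. Fatty acid metabolism and reactive oxygen species gene sets were not analysed here.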

*Slc11a2* knockdown cells also exhibited significant decreases in genes associated with TNF and NFκB inflammatory signaling and Wnt signaling. 

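*Tnf* itself had 548 ± 196 CPM (SD, n = 5) in *Slc11a2* KD *APP/PS1* and 615 ± 249 CPM (SD, n = 6) in Control *APP/PS1*, a log2 fold change of -0.17 (standard error 0.34, adjusted p = 0.847, edgeR), less than the spread between samples. A list of 18 immediate early and heat shock genes, which respond to signalling as well as to cell isolation, changed by -0.45 in mean log2 CPM (exact permutation test, p = 0.147), with 14 of the 18 genes lower. The same list changed by -1.19 between libraries 18 to 23 and 1 to 3 within *Slc11a2* KD WT (exact permutation test, p = 0.2, where the smallest possible p is 0.1). The signalling gene sets of the paper's enrichment analysis were not used here.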

When comparing relative expression of specific genes in the sequencing dataset, we observed significant alterations in several genes involved in inflammatory and iron-related pathways in *Slc11a2*^KD^ versus control cells from *APP/PS1* females. 

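Expression of the 21 genes of Fig. 7E and 7F was divided by the mean of the 6 Control WT samples and compared between 5 *Slc11a2* KD *APP/PS1* and 6 Control *APP/PS1* samples by an exact permutation test of 462 splits. The p-value was under 0.05 for 8 genes, 3 higher (*Tgfbr1*, *Slc40a1* and *Gpx4*) and 5 lower (*Csf1*, *Ctsb*, *Cp*, *Hif1a* and *Cybb*). After Benjamini-Hochberg adjustment over these 21 genes, 0 were under 0.05, and the smallest adjusted p was 0.119. Over all genes tested with edgeR, 0 of the 21 genes passed an adjusted p-value of 0.05. Taking log2 of the relative expression moved the number at an unadjusted p under 0.05 to 10, the authors' deposited normalized counts gave 7, and keeping Control *APP/PS1* 0010, the change that moved it the most, gave 1 (*Cp*). With each sample left out in turn, between 3 and 9 genes had a p-value under 0.05.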

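Relative to Control WT, *Ctsb* was 1.62 ± 0.514 (SD, n = 5) in *Slc11a2* KD *APP/PS1* and 2.32 ± 0.386 (SD, n = 6) in Control *APP/PS1* (exact permutation test, p = 0.0325). *Csf1* was 3.45 ± 1.32 and 5.80 ± 1.34 (SD, n = 5 and 6; exact permutation test, p = 0.0238). In 0004, the *Slc11a2* KD *APP/PS1* sample of libraries 1 to 4, relative expression was 2.39 for *Ctsb* and 5.60 for *Csf1*, the highest of the 5. *Tgfbr1* was 0.709 ± 0.0553 against 0.626 ± 0.0549 (SD, n = 5 and 6; exact permutation test, p = 0.0433), and both groups were below Control WT. A term for library numbers 18 to 23 in the edgeR model changed the log2 fold change of *Csf1* from -0.75 to 0.11. With it, *Ctsb* kept its sign but little of its size, going from -0.52 to -0.045. *Tgfbr1* went from 0.18 to 0.14. *Trem2* was 1.64 ± 0.198 against 1.43 ± 0.166 (SD, n = 5 and 6; exact permutation test, p = 0.0866), and with Control *APP/PS1* 0010 kept the p was 0.0795 for *Ctsb*, 0.0909 for *Csf1*, 0.0758 for *Tgfbr1* and 0.391 for *Trem2* (exact permutation test).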

Specifically, we observed a significant decrease in DAM markers *Ctsb* and *Csf1* (84) in the knockdown cells, as well as a significant increase in *Tgfbr1* (p < 0.05) and increase in *Trem2* compared to control cells (although not statistically significant, p = 0.068) (Fig. 7E). 

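*Slc40a1* was 0.485 ± 0.0221 relative to Control WT (SD, n = 5) in *Slc11a2* KD *APP/PS1* and 0.418 ± 0.0589 (SD, n = 6) in Control *APP/PS1* (exact permutation test, p = 0.0368). For *Gpx4*, the relative expression was 2.303 ± 0.793 and 1.44 ± 0.198 (SD, n = 5 and 6; exact permutation test, p = 0.0260). *Gpx4* in 0004 was 1.23, within the Control *APP/PS1* range of 1.09 to 1.63, and the other 4 *Slc11a2* KD *APP/PS1* samples were above that range. The removed Control *APP/PS1* 0010 had 729 CPM of *Gpx4*, against 363 CPM in the highest of the other Control *APP/PS1* samples. With the same term for library numbers, the log2 fold change of *Gpx4* went from 0.68 to -0.16, and that of *Slc40a1* from 0.22 to 0.12. The p with 0010 kept was 0.0997 for *Slc40a1* and 0.198 for *Gpx4* (exact permutation test).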

In examining genes related to iron handling and redox status, we observed a significant increase in iron exporter gene *Slc40a1* and antioxidant gene *Gpx4* in *Slc11a2*^KD^ *APP/PS1* cells compared to control *APP/PS1* microglia (Fig. 7F). 

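*Hif1a* expression relative to Control WT was 3.08 ± 0.339 (SD, n = 5) in *Slc11a2* KD *APP/PS1* and 4.11 ± 0.793 (SD, n = 6) in Control *APP/PS1* (exact permutation test, p = 0.0281). *Cybb* was 1.67 ± 0.497 and 3.28 ± 1.43 (SD, n = 5 and 6; exact permutation test, p = 0.0455), and *Cp* was 0.323 ± 0.150 and 0.736 ± 0.314 (SD, n = 5 and 6; exact permutation test, p = 0.0238). In 0004, the values were 3.45 for *Hif1a*, 1.31 for *Cybb* and 0.447 for *Cp*. The value of *Cybb* in 0004 was below every Control *APP/PS1* sample, and those of *Hif1a* and *Cp* were within the Control *APP/PS1* range. *Cp* was counted at low levels, 4.04 ± 1.87 CPM in *Slc11a2* KD *APP/PS1*. Keeping 0010, the exact permutation p was 0.119 for *Hif1a*, 0.0606 for *Cybb* and 0.0114 for *Cp*. The log2 fold changes with the term for library numbers were -0.17 for *Hif1a*, -1.29 for *Cybb* and -0.55 for *Cp*. Without the term, they were -0.42, -0.97 and -1.19, in the same direction.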

Additionally, *Slc11a2* knockdown cells exhibited decreases in pro-oxidant genes, such as *Hif1α* and *Cybb*, and a robust decrease in the iron-related gene encoding ceruloplasmin (*Cp*) (Fig. 7F). 

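On PC1, which separated *APP/PS1* from WT samples, *Slc11a2* KD *APP/PS1* samples scored 16.1 ± 3.62 (SD, n = 5) and Control *APP/PS1* samples scored 16.0 ± 3.69 (SD, n = 6; exact permutation test, p = 0.957). None of the 5 *Slc11a2* KD *APP/PS1* samples reached the score of the nearest WT sample, Control WT 0014. Of the 21 genes of Fig. 7E and 7F, the relative expression of *Clec7a* in *Slc11a2* KD *APP/PS1* was the farthest above Control WT, at 9.29 ± 1.56 (SD, n = 5; exact permutation test against Control WT, p = 0.00216).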

Although *Slc11a2*^KD^ cells isolated from *APP/PS1* mice exhibited significant differences in the expression of several DAM markers compared to control *APP/PS1* microglia, *Slc11a2*^KD^ *APP/PS1* microglia displayed a transcriptional profile still distinct from control, non-*APP/PS1* WT cells (black dotted line, Fig. 7E, F). 

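Against Control WT, the log2 fold change in *Slc11a2* KD *APP/PS1* was 1.79 for *Csf1* (standard error 0.37, adjusted p = 0.00151, edgeR) and 1.62 for *Hif1a* (standard error 0.13, adjusted p = 1.78e-08). It was 0.69 for *Ctsb* (standard error 0.17, adjusted p = 0.00637) and 0.74 for *Cybb* (standard error 0.33, adjusted p = 0.120; exact permutation p = 0.0411). Every *Slc11a2* KD *APP/PS1* sample was above every Control WT sample for *Hif1a* and *Ctsb*, 4 of 5 for *Csf1* and 2 of 5 for *Cybb*.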

In comparison to control WT cells, *Slc11a2*^KD^ *APP/PS1* microglia upregulated DAM and aging-related markers *Csf1*, *Hif1α*, *Cybb*, and *Ctsb* – albeit, to a lesser degree than control *APP/PS1* microglia.

Initial assessment of overall gene expression via PCA and DEGs in these samples revealed significant variance in gene expression in one sample in the *Slc11a2*^KD^ *APP/PS1* group compared to the rest of the *Slc11a2*^KD^ *APP/PS1* biological replicates (sample labeled as −0004 in PCA plot shown in **Additional File 4: Fig. S2B** and in heat map Fig. 7B). 

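Sample 0004 was the only *Slc11a2* KD *APP/PS1* sample with a library number from 1 to 4, and the other 4 carried numbers from 18 to 23. Its PC1 score over the 500 most variable genes of all 23 samples was 8.61, and the other 4 scored between 15.6 and 20.9. *Slc11a2* KD WT 0001, 0002 and 0003 shared its run of library numbers. In each sample, the deviation of log2 CPM from the gene's mean over the 22 samples was correlated with exon length (Spearman correlation, 10522 genes). This correlation was 0.322 in 0004 and between 0.279 and 0.383 in these 3 samples. It was -0.473 to -0.278 in the other *Slc11a2* KD *APP/PS1* samples. Genes are not independent replicates, so no p-value is given for these correlations.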

Although this sample was not considered to be a statistical outlier, further RNA-seq analyses conducted following the removal of this sample are shown in **Additional File 7: Fig. S5.** In this analysis, there were 2,210 genes significantly upregulated and 2,230 significantly downregulated in the *Slc11a2*^KD^ versus control *APP/PS1* females (**Additional File 7: Fig. S5B**). 

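With 0004 left out, 1373 genes were higher and 1696 lower in *Slc11a2* KD *APP/PS1* (n = 4) than in Control *APP/PS1* (n = 6) at an adjusted p-value under 0.05, among 18700 genes tested (edgeR). The smallest adjusted p-value was 0.0202, and 5875 genes had an unadjusted p-value under 0.05. With an absolute log2 fold change above 1, 118 genes were higher and 489 lower. DESeq2 called 2226 higher and 2206 lower genes. The change that moved the numbers most was to keep Control *APP/PS1* 0010, after which 0 genes passed and 3815 had an unadjusted p-value under 0.05. Leaving out Control *APP/PS1* 0005 as well as 0004 also gave 0 genes. The loss was not particular to 0005. *Ttr*, *Enpp2*, *Lag3*, *Inpp5d*, *Erap1* and *Ly9* each fell short of the threshold in 3 of the 10 fits that left out one more sample. All 4 remaining *Slc11a2* KD *APP/PS1* samples carried library numbers from 18 to 23 and all Control *APP/PS1* samples numbers from 5 to 17. With a term for library numbers 18 to 23, which is set by the *Slc11a2* KD WT samples alone, 0 genes were higher and 1 lower.

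**Figure D5:**
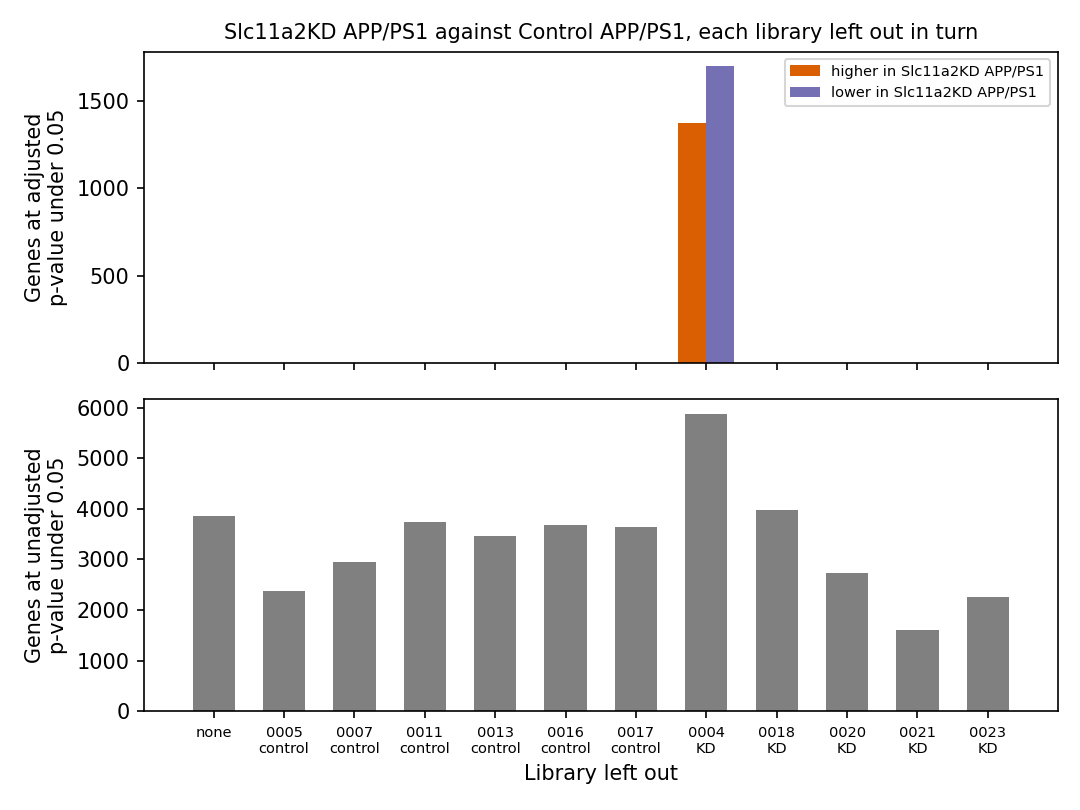
Number of genes past an adjusted p-value of 0.05 (edgeR) between *Slc11a2* KD *APP/PS1* and Control *APP/PS1* with each sample left out in turn, higher and lower genes apart, and below them the number at an unadjusted p-value under 0.05. Leaving out 0004 gives 1373 higher and 1696 lower genes, and each of the other 10 fits gives 0.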

The top DEGs revealed upregulations in genes including phagocytic-associated *Igkc*, along with *Ttr* and *Enpp2* (**Additional File 7: Fig. S5C and D**). 

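With 0004 left out, *Igkc* had a log2 fold change of 5.55 (standard error 1.64, adjusted p = 0.0283, edgeR) that rested on 1 sample. *Igkc* was at 143 CPM in *Slc11a2* KD *APP/PS1* 0023 and at most 2.06 CPM in the other 3, and an exact permutation test gave p = 0.152 (n = 4 and 6). The removed Control *APP/PS1* 0010 had 454 CPM, and with it kept the log2 fold change of *Igkc* was -0.87. *Ttr* had a log2 fold change of 10.31 (standard error 2.52, adjusted p = 0.0202) and *Enpp2* of 5.31 (standard error 1.38, adjusted p = 0.0209), and for both genes all 4 *Slc11a2* KD *APP/PS1* samples were above all Control *APP/PS1* samples (exact permutation test, p = 0.00476, the smallest that 4 samples against 6 allow). With 0010 kept, the adjusted p-values of *Ttr* and *Enpp2* were 0.120. The gene total of *Slc11a2* was higher in these 4 samples as well, with a log2 fold change of 0.50 (adjusted p = 0.0209).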

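The log2 fold change without 0004 was -2.07 for *Hspa1a* (standard error 0.79, adjusted p = 0.0721, edgeR) and -2.16 for *Hspa1b* (standard error 0.86, adjusted p = 0.0850), with an exact permutation p of 0.1 for each (n = 4 and 6). DESeq2 gave adjusted p-values of 0.0361 and 0.0377 for them. *Lag3* changed by -1.38 (standard error 0.31), *Inpp5d* by -0.94 (standard error 0.20), *Erap1* by -0.82 (standard error 0.16) and *Ly9* by -1.13 (standard error 0.19), each with an adjusted p of 0.0202 and with all 4 *Slc11a2* KD *APP/PS1* samples below all Control *APP/PS1* samples. *H2-Aa* was higher in *Slc11a2* KD *APP/PS1*, at 285 ± 222 CPM (SD, n = 4) against 73.3 ± 46.1 CPM (SD, n = 6), a log2 fold change of 1.96 (standard error 0.57, adjusted p = 0.0263). With 0010 kept, the adjusted p-values were 0.120 for *Lag3*, *Inpp5d*, *Erap1* and *Ly9* and 0.456 for *H2-Aa*. In a model with a term for library numbers 18 to 23, the log2 fold changes of *Hspa1a*, *Hspa1b* and *H2-Aa* were 1.27, 2.19 and -0.46. Those of *Lag3*, *Inpp5d*, *Erap1* and *Ly9* kept their direction, at -0.12, -0.11, -0.49 and -0.67.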

*Slc11a2*^KD^ cells also exhibited significant downregulations in heat-shock-related genes *Hspa1a* and *Hspa1b*, as well as in inflammatory-related genes *Lag3*, *Inpp5d*, *Erap1*, and *H2-Aa*, and in LDAM (lipid-droplet-accumulating microglia) marker *Ly9* (**Additional File 7: Fig. S5C and D**). 

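Whether the effect of the knockdown differed between *APP/PS1* and WT was tested by the interaction of both terms. No gene passed an adjusted p-value of 0.05 in edgeR, where the smallest was 0.544 and 1703 genes had an unadjusted p-value under 0.05. With 0004 left out, 0 genes passed and 3887 had an unadjusted p-value under 0.05, and DESeq2 over the 22 samples called 25 genes. Across 8444 genes with a log2 CPM above 3, a limit set after the values were seen, the log2 fold changes between libraries 18 to 23 and 1 to 3 within *Slc11a2* KD WT had a Pearson correlation of 0.738 and a Spearman correlation of 0.851 with those between *Slc11a2* KD and Control *APP/PS1*. Over all genes tested, the correlations were 0.192 and 0.382. Another of the 10 splits of the *Slc11a2* KD WT samples, 0002 and 0003 against the rest, gave a Pearson correlation of -0.693 over the 8444 genes, nearly as large in size. Genes are not independent replicates, so no p-value is given. The paper proposes that the knockdown lowers the DAM-like and aging-related signature of microglia in *APP/PS1* females.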

Overall, these data suggest that microglial *Slc11a2* knockdown in females decreases the DAM-like and aging-associated transcriptional signatures in the *APP/PS1* model.

## Discussion

Iron-loaded microglia are a hallmark of several neurodegenerative diseases, including AD (85–87). Reactive microglia surrounding Aβ plaques exhibit a significant upregulation in ferritin-L (Ftl1) across AD mouse models and human patients and is thus a defining feature of DAMs across multiple disease models (31, 35, 36, 88). Furthermore, recent *in vitro* work showed that iron loading specifically in microglia underlies subsequent neurotoxicity and cell death in a tri-culture system, positioning microglial iron load as a central mediator of neurodegeneration (29). At the *in vitro* level in microglia, inflammatory signals and iron import mechanisms are intimately connected [(20, 24), our data also in IMG cells]. Increased iron levels have been shown to enhance pro-inflammatory cytokine secretion (45), toxic ROS production (40), and cellular senescence and dysfunction (75, 89). Reciprocally, AD-associated pro-inflammatory signals such as Aβ and bacterial lipopolysaccharide (LPS) upregulate microglial iron importer DMT1 (gene, *Slc11a2*).

In our studies in primary microglia from aged and young mice treated *in vitro* with pro-inflammatory oligomeric Aβ_1–42_, we observed that the Aβ-induced increase in *Slc11a2* was exacerbated in microglia from aged compared to young mice. This age-associated increase in *Slc11a2* expression was accompanied by a significant upregulation in iron storage genes *Ftl1* and *Fth1* and augmented Aβ-induced inflammatory markers. An exacerbated Aβ-provoked inflammatory response in aged glia has been similarly observed by others and suggests a primed cellular state (90, 91). Our findings demonstrate an association between augmented Aβ-induced inflammation and iron loading markers in aged cells and suggest a synergy between age and Aβ leading to increased microglial *Slc11a2* expression. Considering the purported role of iron in promoting cellular senescence and inflammation, it may be that DMT1/*Slc11a2* plays a role in mediating the concomitant cellular iron and inflammatory load observed in neurodegenerative disease. Indeed, a role for DMT1 in Parkinson’s disease is well-appreciated (92, 93). However, no studies to our knowledge have directly examined whether altering microglial DMT1/*Slc11a2 in vivo* affects the development of chronic inflammation and disease-associated hallmarks in AD.

To investigate the effects of cell-specific alteration of *Slc11a2* in AD, we generated a novel model of tamoxifen-inducible, microglial-specific knockdown of *Slc11a2* in the *APP/PS1* mouse model of AD. In female *Slc11a2*^KD^ *APP/PS1* mice, we observed a significant worsening of behavioral phenotypes and cognitive performance at 12–15 months of age following *Slc11a2* knockdown at 5–6 months of age. Specifically, female *Slc11a2*^KD^ *APP/PS1* animals were significantly more hyperactive than all other female groups in multiple assays conducted. Previous studies have demonstrated significant hyperactivity in mouse models of AD (94–97), and AD human patients often exhibit disruptions in psychiatric behaviors such as hyperactivity, impulsivity, and disinhibition (98). Thus, microglial *Slc11a2* knockdown exacerbates disruptions in these neuropsychiatric-like symptoms in our model, particularly in female *APP/PS1* mice.

To assay for changes in memory function, we utilized the MWM test – a gold standard for testing hippocampal-dependent spatial memory acquisition and retention in rodents (58, 99). *Slc11a2* knockdown resulted in a significant worsening of memory function in *APP/PS1* females in the MWM memory probe trial. To further probe this memory phenotype, we used a fear conditioning assay consisting of both a contextual conditioning and cued conditioning task. We observed a significant deficit in learned cued fear memory in female *Slc11a2*^KD^ *APP/PS1* mice compared to control WT and *APP/PS1* mice. The cued fear conditioning task utilizing the re-presentation of a cue (tone previously paired with a shock) requires the use of separate, parallel neural processing systems from the contextual fear memory task, involving inputs from the amygdala, insular cortex, regions in the parietal and temporal lobes, sensory cortices, and thalamus (100, 101). These complex networks likely converge with hippocampal circuits to acquire and express fear memory associated with a conditioned stimulus (102). Interestingly, dysfunction and neurodegeneration in the amygdala (103–105) and insular cortex (106, 107) have been implicated in AD models and patients as an early indicator of disease, and may also underlie many of the neuropsychiatric symptoms observed in AD patients, such as hyperactivity and agitation (108). The deficits we observed in cued fear memory in the female *Slc11a2*^KD^ *APP/PS1* mice, paired with their significant hyperactivity, suggest that *Slc11a2* knockdown may worsen AD-associated behavior mediated by both hippocampal and non-hippocampal-dependent circuits in female mice. These data thus reflect a sex-specific, disease-modifying cognitive effect of *Slc11a2* knockdown in female, but not male, *APP/PS1* mice.

The sex-specific effects of microglial *Slc11a2* knockdown found in our work are of particular interest in relation to AD development. In humans, females are significantly more likely to develop AD than males (109, 110), and female mice display enhanced pathological hallmarks compared to males in AD models (111–114). In the studies reported here, we observed effects of microglial *Slc11a2* knockdown in female, but not male, *APP/PS1* mice, suggesting a potential pathway involved in worsening disease parameters in female mice. Sex differences in brain iron-handling and changes in iron-associated markers related to disease development are not well understood. In humans, brain ferritin levels are generally higher in older men than women in several regions (115), which is thought to contribute to the risk for males developing neurodegenerative disease at earlier ages than females (116). In females, but not males, prior iron-deficiency anemia is associated with the development of dementia in females (117). On the other hand, there is a significant rise in serum ferritin levels associated with menopause in aging females (118), and this rise in iron status during female mid-life has been directly correlated with declining cognitive performance (119). In mice, males have higher brain iron levels than females (120), and recent work showed that adult male and female mice differentially alter brain iron stores in iron-deficient conditions (121). Additionally, research has illuminated significant sex differences in microglial morphology, inflammatory markers, and activity in age and disease, which may also contribute to sex differences in AD development (122, 123). Although the exact associations between brain iron status, sex, and microglial function are still being elucidated, our work suggests that a particular microglial inflammatory-iron-related pathway may be relevant to sex-dependent differences in inflammation and disease progression.

Although we were technically limited to gene expression analyses in these studies, future work aimed at characterizing iron load in the *Slc11a2*^KD^ cells would be needed to expand upon these findings. While we cannot make definitive conclusions related to iron levels and/or protein-level changes in DMT1 and inflammatory makers per se, others have demonstrated an important role for transcription-level changes in inflammatory and iron-related genes (124, 125). Furthermore, many studies have characterized the microglial transcriptional landscape during AD (80, 126, 127). We conducted RNA-seq on isolated hippocampal microglia from the female mice in these studies to assess transcriptional changes that may underlie the cognitive differences observed. We found robust increases in *Enpp2* and *Ttr* in *Slc11a2*^KD^ *APP/PS1* microglia compared to controls. 

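A list of 20 choroid plexus marker genes without *Ttr* and *Enpp2*, among them *Kl*, *Folr1*, *Clic6* and *Kcnj13*, was written before the data were examined. Its mean log2 CPM was -0.37 ± 2.13 (SD, n = 5) in *Slc11a2* KD *APP/PS1* and -3.41 ± 0.21 (SD, n = 6) in Control *APP/PS1*, a difference of 3.05 (exact permutation test, p = 0.0130, adjusted p = 0.130 over the 10 gene lists). Of the 20 genes, 18 were higher in *Slc11a2* KD *APP/PS1*. By sample, the mean was 1.11 in 0018, 1.05 in 0020, -1.51 in 0021, 1.09 in 0023 and -3.61 in 0004, the *Slc11a2* KD *APP/PS1* sample in which *Ttr* was as low as in Control *APP/PS1*. It was 3.96 and 3.00 in Control WT 0012 and 0015, and 2.68 and 1.06 in *Slc11a2* KD WT 0019 and 0022. Among the other Control samples, 0010 included, the mean was at most -2.98. limma's camera test of this list between the groups was not past the threshold. With 0010 kept, the difference was 3.00 (exact permutation test, p = 0.00884). With 0004 left out, it was 3.9 (exact permutation test, p = 0.00476, adjusted p = 0.0238), and 11 of the 20 genes were past the threshold one by one.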

Although there is a possibility these genes are associated with choroid plexus contamination in the hippocampal samples (128, 129), previous work in models of neuroinflammation and AD has identified downregulations in the expression of *Enpp2*, or ectonucleotide pyrophosphatase 2, and *Ttr*, the gene encoding for transthyretin, in specific DAM subsets (130–132). These two genes play roles in protein folding, Aβ binding, and lipid signaling, and have been suggested to play significant deleterious roles in microglia during aging and disease, when they are increased (133, 134).

*Slc11a2* ^KD^ cells from *APP/PS1* females also exhibited decreases in DAM-related and age-associated markers, such as *Apoe, Csf1, Cybb*, and *Ctsb*. Upregulations in these genes in AD-associated microglia are thought to be representative of a ‘primed’ microglial expression state during disease pathogenesis (132). While much work remains to elucidate the specific functions of heterogeneous microglial populations during AD, this DAM-like phenotype is posited to be a protective cell state initiated in response to growing AD pathology (35, 135, 136). Thus, decreases in these markers in the *Slc11a2*^KD^ cells may reflect the loss of a protective transcriptional state. 

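*Nfe2l2*, on chromosome 2, had 115 ± 35.5 CPM (SD, n = 5) in *Slc11a2* KD *APP/PS1* and 174 ± 19.4 CPM (SD, n = 6) in Control *APP/PS1*, a log2 fold change of -0.60 (standard error 0.18, adjusted p = 0.205, edgeR) with an exact permutation p of 0.0130. DESeq2 gave -0.56 with an adjusted p of 0.0495. Without 0004, which had 170.0 CPM, the log2 fold change was -0.78 (adjusted p = 0.0202, edgeR). The removed Control *APP/PS1* 0010 had 78.7 CPM of *Nfe2l2*, lower than every other *APP/PS1* sample, and a term for library numbers 18 to 23 changed the log2 fold change to 0.01.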

*Slc11a2*^KD^ cells from *APP/PS1* females also displayed a significant decrease in *Bin2*, a marker related to cell migration and phagocytosis, and decreases in oxidative stress regulators *Hif1α* and *Nfe2l2*. A decrease in *Bin2* expression has been shown to mark a disease-promoting transition in microglia during AD progression (137, 138), and increases in *Hif1α* and *Nfe2l2* in AD are thought to be a response to prevent excessive oxidative damage and microgliosis in disease (36, 139, 140). Our data thus suggest that *Slc11a2* knockdown in microglia during AD progression leads to a lessening of the appearance of ‘protective’ DAM-related markers associated with limiting cellular damage (i.e., *Apoe, Hif1α, Csf1, Nfe2l2*), and instead an exacerbation of deleterious transcriptional changes observed in aged and AD-associated microglia (i.e., *Bin2, Enpp2*). Interestingly, although microglial *Slc11a2* knockdown improved inflammatory markers and sickness in our acute LPS model (42), it may be that a shift in these inflammatory pathways in microglia in the *APP/PS1* model is an important defensive measure in the context of chronic disease and long-term cognitive protection.

With the exception of differences in iron export gene, *Slc40a1*, and ceruloplasmin gene, *Cp*, there were few significant changes in iron-associated genes in *Slc11a2*^KD^ cells in our RNA-seq data. This could suggest that the effect of *Slc11a2* knockdown is primarily on inflammatory markers and not on iron markers per se, or it could reflect a time-dependent transcriptional change in those markers during AD progression that was not captured at the time point tested. 

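Among the other iron-related genes of Fig. 7F, relative expression in *Slc11a2* KD *APP/PS1* and Control *APP/PS1* was 0.358 ± 0.147 and 0.381 ± 0.122 for *Cd163* and 0.807 ± 0.111 and 0.875 ± 0.119 for *Tfrc* (SD, n = 5 and 6). The exact permutation p was 0.701 for *Cd163* and 0.340 for *Tfrc*, and it was 0.550 for *Ftl1*, 0.675 for *Fth1* and 0.478 for *Sod2* (n = 5 and 6). The log2 fold changes of *Ftl1* and *Fth1*, -0.03 and -0.04 with standard errors of 0.10 and 0.17, were smaller in size than these errors. In Control *APP/PS1* against Control WT, the relative expression of both ferritin genes was 2.01 and 1.74, each with an exact permutation p of 0.00216.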

Our *in vitro* work utilizing ebselen to inhibit DMT1 demonstrated that at the cellular level, ebselen robustly decreases Aβ-induced inflammatory markers and alters iron load. Ebselen functions as both a potent DMT1 inhibitor (63) and is also a peroxidase mimetic, and thus holds potential as a therapeutic to simultaneously limit cellular iron uptake, ROS production, and inflammatory signaling (141–143). Indeed, ebselen can improve phenotypes in AD models, and this may be due in part to its effects exerted on DMT1 and iron-handling (144, 145). While our *in vivo* work cannot definitively demonstrate that the effects of DMT1 knockdown are due to differences in iron load per se, it is intriguing to note that the directional changes in inflammatory and oxidative markers in microglia from the *Slc11a2*^KD^ females mimic the anti-inflammatory and antioxidant effects of ebselen. While ebselen targets several pathways in the cell, it may be that some of the anti-inflammatory and antioxidant effects of ebselen are due in part to DMT1 inhibition (146, 147). Future work is needed to measure levels of iron in knockdown cells to conclusively determine the cellular effects of knockdown. However, even if total cellular iron levels do not change due to *Slc11a2* knockdown, it could be that alterations in DMT1 affect the localization or distribution of iron in the cell that then alters inflammatory signaling.

Lastly, it is intriguing to consider a different time point for manipulation of microglial *Slc11a2* during the disease process or for microglial collection for analysis. It may be that microglial increases in iron-related markers are initially a neuroprotective measure, whereas a late transition to an iron-import transcriptional phenotype results in exceeding the cell’s capacity for non-toxic iron-handling and leads to neurodegenerative consequences (29, 148).

## Conclusions

In conclusion, this work highlights a sex-specific effect of microglial knockdown of iron import gene *Slc11a2* on behavior and cognitive function in the *APP/PS1* mouse model of AD. Female *Slc11a2*^KD^ *APP/PS1* mice are significantly more hyperactive and display worsened memory phenotypes compared to control animals. Associated with these behavioral changes, microglia from *Slc11a2*^KD^ *APP/PS1* females display a transcriptional shift demonstrating decreased DAM markers purported to be protective. These data suggest that knockdown of iron import gene, *Slc11a2*, leads to a progressive worsening of disease parameters in female AD mice and illuminate a microglial inflammatory-iron-associated pathway that holds relevance to our understanding of the complex roles of iron and microglia in neurodegenerative disease.

## Figures and Tables

**Figure 1:**
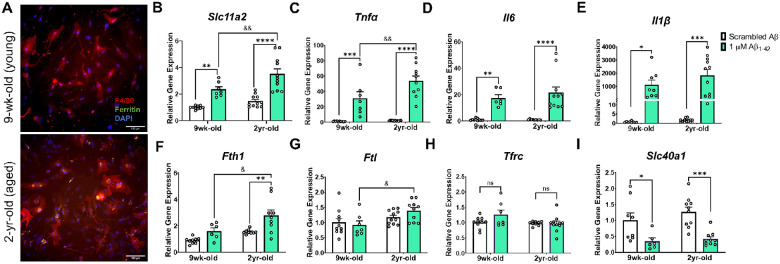
Age and Aβ stimulation synergize to increase microglial *Slc11a2* and iron-loading markers in primary microglia. **A)** Representative images of Percoll-isolated glia from young (top image, 9-week-old) and aged (bottom image, 2-year-old) mouse showing ferritin deposits in microglia from the aged mouse. Isolated glia were stained with antibodies raised against ferritin-L and F4/80, along with DAPI to visualize ferritin, microglia, and nuclei, respectively. Images shown at 20x, scale bar = 100 μm. **B-I)** Relative gene expression (compared to control scrambled Aβ) of **B** *Slc11a2*, **C** *Tnfα*, **D** *Il6*, **E** *Il1β*, **F** *Fth1*, **G** *Ftl*, **H** *Tfrc*, and **I** *Slc40a1* via RT-qPCR. Isolated cells from young and aged mice were plated and treated with scrambled Aβ or 1μM Aβ_1–42_ for 24 h before collection for RNA isolation and RT-qPCR analysis. Two-way ANOVA, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 effect of treatment. ^&^p<0.05, ^&&^p<0.01 effect of age × treatment. ns = not significant. Data represent the mean ± S.E.M of 7–11 mice per group. Statistical outliers were removed using the Grubb’s test.

**Figure 2:**
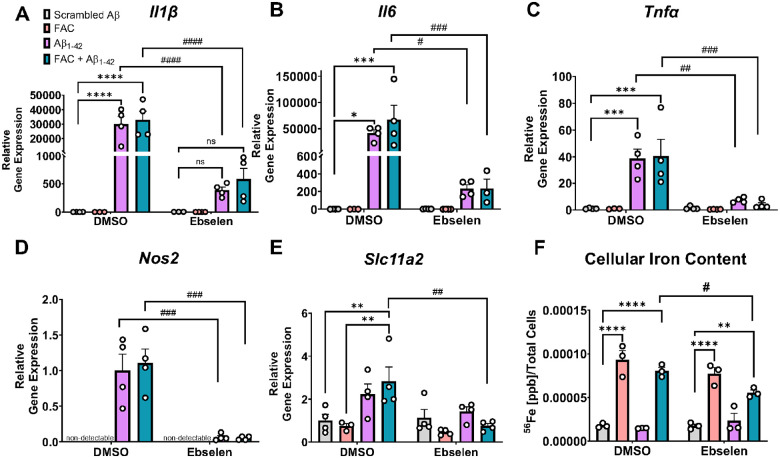
DMT1 inhibition *in vitro* significantly blunts Aβ-induced inflammation and decreases cellular iron levels in immortalized microglia. **A-E)** Relative gene expression (compared to scrambled Aβ DMSO) via RT-qPCR of **A** *Il1β*, **B** *Il6*, **C** *Tnfα*, **D** *Nos2*, and **E** *Slc11a2* in IMG cells. IMG cells were treated for 24 h with DMSO or 25 μM ebselen, followed by 24 h treatment with scrambled Aβ or 1 μM Aβ1–42 ± 50 μM ferric ammonium citrate (FAC). **F)** ICP-MS analysis of intracellular ^56^Fe content from IMG cells following 24 h treatment with DMSO or ebselen, and 24 h scrambled Aβ ± FAC or Aβ_1–42_ ± FAC treatment. Two-way ANOVA, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 effect of Aβ or FAC treatment. ^#^p<0.05, ^##^p<0.01, ^###^p<0.001, ^####^p<0.0001 effect of treatment × ebselen. ns = not significant. Data show a representative experiment with the mean ± S.E.M of 3–4 technical replicates, and experiment was repeated three times. Statistical outliers were removed using the Grubb’s test.

**Figure 3:**
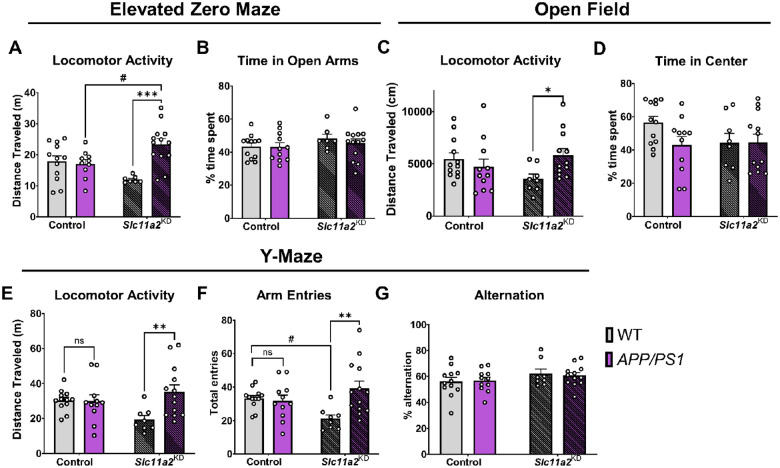
Microglial *Slc11a2* knockdown results in a hyperactive phenotype in female *APP/PS1* mice at 12–15 months. **A-B)** Elevated zero maze. **A** Total distance traveled (m) in control WT, control *APP/PS1*, *Slc11a2*^KD^ WT, and *Slc11a2*^KD^ *APP/PS1* female mice. **B** Total percent time spent in open arms. **C-D)** Open field locomotor activity assay. **C** Total distance traveled (cm). **D** Total percent time spent in the center. **E-G)** Exploratory Y-maze. **E** Total distance traveled (m). **F** Total number of different arm entries. **G** Total percent alternation. Two-way ANOVA, *p<0.05, **p<0.01, ***p<0.001 effect of *APP/PS1* genotype, #p<0.05 *Slc11a2*^KD^ vs. Control. ns = not significant. Data represent the mean ± S.E.M of 8–13 female mice per group. Statistical outliers were removed using the Grubb’s test.

**Figure 4:**
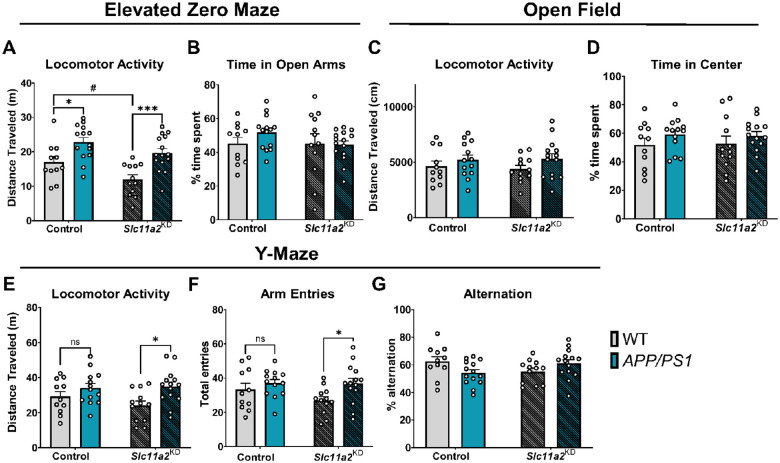
Microglial *Slc11a2* knockdown worsens hyperactivity in a novel environment in male *APP/PS1* mice at 12–15 months. **A-B)** Elevated zero maze. **A** Total distance traveled (m) in control WT, control *APP/PS1*, *Slc11a2*^KD^ WT, and *Slc11a2*^KD^ *APP/PS1* male mice. **B** Total percent time spent in open arms. **C-D)** Open field locomotor activity assay. **C** Total distance traveled (cm). **D** Total percent time spent in the center. **E-G)** Exploratory Y-maze. **E** Total distance traveled (m). **F** Total number of different arm entries. **G** Total percent alternation. Two-way ANOVA, *p<0.05, ***p<0.001 effect of *APP/PS1* genotype. ^#^p<0.05 *Slc11a2*^KD^ vs. Control. ns = not significant. Data represent the mean ± S.E.M of 11–15 male mice per group. Statistical outliers were removed using the Grubb’s test.

**Figure 5:**
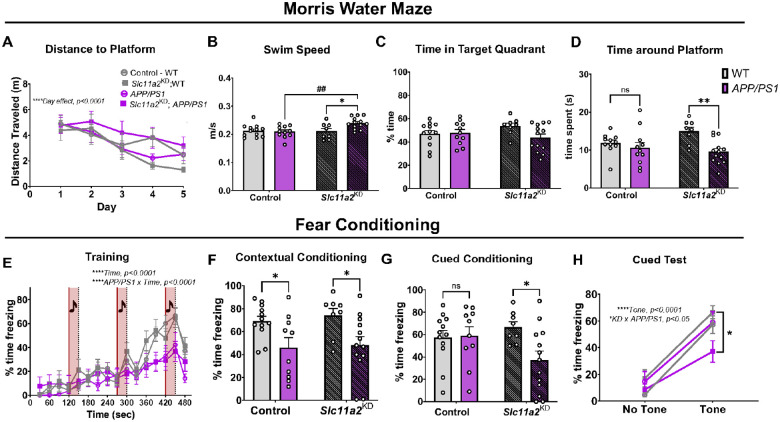
Microglial *Slc11a2* knockdown worsens memory performance in Morris Water Maze and cued fear conditioning assay in *APP/PS1* female mice. **A-D)** Morris water maze (MWM). **A** Total distance traveled (m) before reaching hidden platform over course of five training days in control WT, control *APP/PS1*, *Slc11a2*^KD^ WT, and *Slc11a2*^KD^ *APP/PS1* female mice. Four trials of 60 s each were conducted each day and averaged per animal. Three-way ANOVA, ****p<0.0001 effect of day. **B** Average speed (m/s) measured during probe trial. Two-way ANOVA, *p<0.05 effect of *APP/PS1* genotype. ^##^p<0.01 *Slc11a2*^KD^ vs. Control. **C** Total percent time spent in the target quadrant in probe trial for memory. **D** Total time (s) spent around where the platform previously was (exact platform location + 1.5 cm radius) during probe trial for memory. **E-H)** Fear conditioning assay. E Percent component time freezing during the 8 min training protocol. Every 2 min, a 30 s tone was played, followed by a mild foot-shock. Increased freezing behavior over the course of the assay is shown. ****p<0.0001 effect of time, ****p<0.0001 effect of *APP/PS1* × time. **F** Percent time freezing during 4 min contextual fear conditioning test. **G** Total percent time spent freezing during the 4 min of cued fear conditioning testing. **H** Percent component time spent freezing during 2 min of no-tone versus 2 min of tone presentation in cued fear conditioning test. ****p<0.0001 effect of tone, *p<0.05 *Slc11a2*^KD^ *APP/PS1* vs. Control *APP/PS1*. Data represent the mean ± S.E.M. of 8–13 mice per group. Statistical outliers were removed using the Grubb’s test.

**Figure 6:**
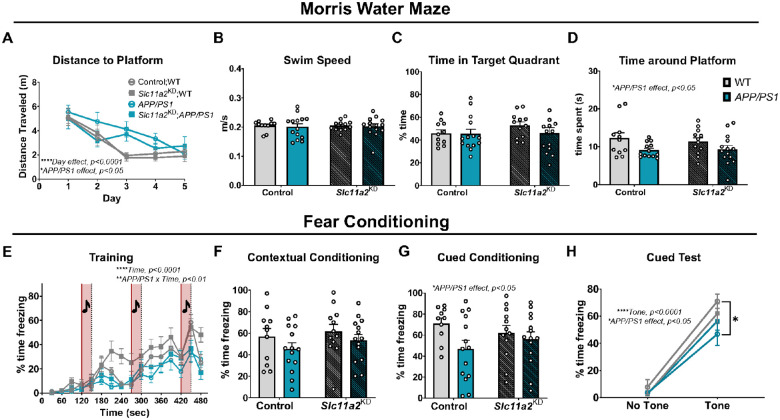
Microglial *Slc11a2* knockdown has no effect on memory performance in male mice. **A-D)** Morris water maze (MWM). **A** Total distance traveled (m) before reaching hidden platform over course of five training days in control WT, control *APP/PS1*, *Slc11a2*^KD^ WT, and *Slc11a2*^KD^ *APP/PS1* male mice. Four trials of 60 s each were conducted each day and averaged per animal. Three-way ANOVA, ****p<0.0001 effect of day, *p<0.05 effect of *APP/PS1*. **B** Average speed (m/s) measured during probe trial. Two-way ANOVA, *p<0.05 effect of *APP/PS1* genotype. ^##^p<0.01 *Slc11a2*^KD^ vs. Control. **C** Total percent time spent in the target quadrant in probe trial for memory. **D** Total time (s) spent around where the platform previously was (exact platform location + 1.5 cm radius) during probe trial for memory. **E-H)** Fear conditioning assay. E Percent component time freezing during the 8 min training protocol. Every 2 min, a 30 s tone was played, followed by a mild foot-shock. Increased freezing behavior over the course of the assay is shown. ****p<0.0001 effect of time, **p<0.0001 effect of *APP/PS1* × time. **F** Percent time freezing during 4 min contextual fear conditioning test. **G** Total percent time spent freezing during the 4 min of cued fear conditioning testing. **H** Percent component time spent freezing during 2 min of no-tone versus 2 min of tone presentation in cued fear conditioning test. *p<0.05 effect of *APP/PS1* genotype, ****p<0.0001 effect of tone. Data represent the mean ± S.E.M. of 11–14 mice per group. Statistical outliers were removed using the Grubb’s test.

**Figure 7:**
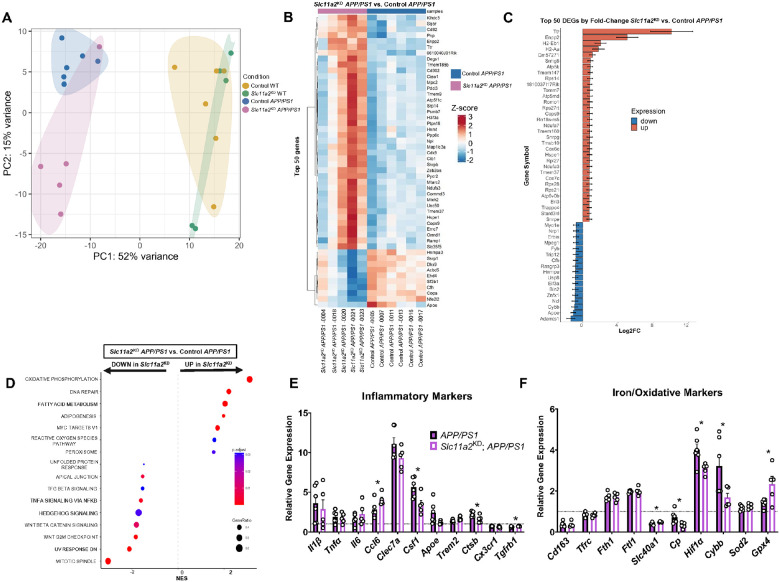
*Slc11a2* knockdown shifts transcriptional profile and alters DAM-related gene markers in hippocampal microglia from female *APP/PS1* mice. **A)** Principal component analysis (PCA) of bulk RNA-seq gene expression in sorted CD11b^+^ microglia from control WT, control *APP/PS1*, *Slc11a2*^KD^ WT, and *Slc11a2*^KD^ *APP/PS1* mice. Primary differences in overall gene expression are a result of *APP/PS1* genotype. **B)** Heat map of top 50 DEGs (by adjusted p-value in RNA-seq dataset) between *Slc11a2*^KD^ *APP/PS1* versus control *APP/PS1* microglia. Blue = downregulated in *Slc11a2*^KD^ cells, lighter blue and/or red = upregulated in *Slc11a2*^KD^ cells. **C)** Top 50 DEGS by fold-change in RNA-seq analysis between *Slc11a2*^KD^ *APP/PS1* and control *APP/PS1* microglia. Red = upregulated in *Slc11a2*^KD^, blue = downregulated in *Slc11a2*^KD^ cells. **D)** GSEA analysis of hallmark gene pathways significantly altered between *Slc11a2*^KD^ *APP/PS1* and control *APP/PS1* microglia. **E-F)** Relative gene expression of targeted **E** inflammatory markers and **F** iron and oxidative stress markers from *Slc11a2*^KD^ *APP/PS1* versus control *APP/PS1* microglia in the RNA-seq dataset. Gene expression is relative to control WT average (black dotted line set to 1). *p<0.05, student’s t-test comparing *Slc11a2*^KD^ *APP/PS1* vs. control *APP/PS1*. Data represent the mean ± S.E.M. of 5–6 mice per group.

## Data Availability

The datasets supporting the conclusions of this article are available in the NCBI Gene Expression Omnibus (GEO) repository with accession ID GSE269314 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269314). Other datasets used and/or analyzed are available from the corresponding authors on reasonable request. Additionally, sperm from *Slc11a2*^flfl^;*Cx3cr1*^Cre-ERT2^;*APP/PS1*^+^ triple-transgenic male mice (129S;C57BL/6J) were cryopreserved at the Vanderbilt Genome Editing Resource to preserve the genetic line used in these studies, and are available for sharing upon request.

## Abbreviations

Aβ: amyloid-beta
AD: Alzheimer’s disease
*Apoe*: apolipoprotein E
*APP/PS1*: APPswe,PSEN1dE9
CNS: central nervous system
DAM: disease-associated microglia
DEG: differentially expressed genes
DMSO: dimethyl sulfoxide
DMT1: divalent metal transporter 1
EZM: elevated zero maze
FAC: ferric ammonium citrate
Fth: ferritin heavy chain
Ftl: ferritin light chain
GSEA: gene set enrichment analysis
*Hif1α*: hypoxia-inducible factor 1 α
ICP-MS: inductively-coupled plasma mass spectrometry
IL: interleukin
IMG: immortalized microglial cell line
KD: knockdown
MWM: Morris water maze
PCA: principal component analysis
ROS: reactive oxygen species
*Slc11a2*: solute carrier family 11 member 2
*Tnfα*: tumor necrosis factor α
WT: wild-type

How the deposited data were processed for this re-analysis (not part of the article)

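RNA of CD11b-positive cells isolated from the hippocampus of female mice was sequenced in bulk, 1 library per sample. Knockdown and Control animals of the WT and of the *APP/PS1* genotype made up 4 groups. Each column of the deposited tables carries a label with the knockdown and the genotype, and every sample was mapped by that label. Of the 23 samples deposited, 22 were used, without Control *APP/PS1* 0010, which the paper removed as an outlier on PC1. The sample labels name 7 Control *APP/PS1* samples, and 0010 is the one of them that is absent from the heat map in Fig. 7B. Results with 0010 kept are given as an alternative.

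The authors trimmed the reads with Trimgalore and Cutadapt, aligned them to the mouse genome with STAR and counted reads on genes with STAR's gene count mode. They deposited 2 tables. The first table holds counts, whole numbers of reads per gene and sample that the authors did not normalize, for 18876 genes. No gene in it had fewer than 16 counts over all samples. The second deposited table holds a signal, normalized counts that the authors made by dividing the counts of each sample by 1 size factor. Dividing the counts by DESeq2's size factors over all 23 samples gave the same values, with a largest relative gap of 5e-15. The second table was used only for an alternative of the marker genes. No per-sample column was left unused.

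Genes with at least 5 counts in at least 3 samples were tested, 18759 genes over 22 samples and 18700 genes over the 21 samples without *Slc11a2* KD *APP/PS1* 0004. Counts were scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood test, all 4 groups in 1 fit, no covariate) under R 4.3.3. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and the threshold was an adjusted p-value of 0.05. The paper's methods also name a log2 fold change above 1. Its results text gives only the adjusted p-value, beside the numbers for Control *APP/PS1* against Control WT. Which rule gave the paper's printed numbers of genes is therefore uncertain. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The interaction of knockdown and *APP/PS1* was a contrast in the same fit. Principal components were computed over the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0. Gene lists were scored by the mean of log2 CPM with a prior count of 2 and compared by exact permutation tests, and as an alternative by limma's camera test with an estimated correlation between genes. The genes of Fig. 7E and 7F were divided by the mean of Control WT and compared by exact permutation tests. All tests were two-sided, and permutation tests over groups of more than 10 samples used 100000 permutations.

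The genes named in the text were all genes the paper names for these data and, for each comparison, the 3 genes with the largest log2 fold change in each direction among those past the threshold with no overlap between the groups and a mean of at least 1 CPM. For *Slc11a2* KD against Control, in WT and in *APP/PS1*, 0 genes met this rule. Gene positions, exon lengths and GC content came from GENCODE M39 on GRCm39, in which 18731 of the genes were found by Ensembl identifier. The gene sets of the paper's enrichment analysis were not used, and lists of genes written before the data were examined took their place.

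Total counts per sample ran from 31128643 to 54872491, with a median of 41460280 over the 22 samples and 42267015 over all 23. The steps were tested on simulated counts in which 200 of 18759 genes were changed by a log2 fold change of 1.5. The edgeR test recovered 150 of them (75%) with 4 false calls, DESeq2 163 (81.5%) with 46, and limma voom 141 (70.5%) with 8. With no gene changed, edgeR made 0 calls, DESeq2 8 and limma voom 2. A gene list of 83 genes shifted by 0.5 was measured at 0.45 (exact permutation test, p = 0.00216). With a length bias added to the simulated counts, 924 unchanged genes were called without the correction for length and GC content and 17 with it.

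The labels were checked against the counts. *Xist* was between 12.0 and 31.0 CPM in every sample, as in females, and no listed gene of the Y chromosome was in the table. *Prnp* was between 14.1 and 25.0 CPM in *APP/PS1* samples and between 1.74 and 12.3 CPM in WT samples. Among the 253 pairs of samples, the highest correlation of log2 CPM was 0.992, and no pair differed by as little as resampling of 1 library would, with a smallest chi-square of 32.5 per degree of freedom.

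The alternatives were DESeq2 in place of edgeR, DESeq2's size factors in edgeR, limma voom 3.58.1 with sample quality weights, no gene filter, a filter of at least 10 counts in every sample, an added limit of 1 on the absolute log2 fold change, only the compared groups in the fit with edgeR or DESeq2, 0010 kept, library numbers 18 to 23 as a covariate, 1 surrogate variable from sva 3.50.0 as a covariate, a correction for gene length and GC content, and each sample left out in turn. A newer moderation in edgeR was added after the data were seen. The sample names give library numbers, and Control samples carried 5 to 17, while *Slc11a2* KD samples carried 1 to 4 or 18 to 23. The numbers have no gap, and the runs were divided where the label for knockdown changes. The covariate sets 18 to 23 against all other samples, so that 1 to 4 count with the Control samples. Because all samples from 18 to 23 are *Slc11a2* KD, a covariate for 18 to 23 is set by the *Slc11a2* KD samples alone. Reads over single exons were not analysed, since the deposited tables hold totals per gene.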

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

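The test of the runs of library numbers and the test of the choroid plexus marker genes were chosen before their results were seen, and all other tests in this part were chosen after.

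A difference between runs of library numbers, a comparison the paper does not make, appeared within one condition. Between *Slc11a2* KD WT 0019 and 0022 and *Slc11a2* KD WT 0001, 0002 and 0003, 763 genes had an adjusted p-value under 0.05 (edgeR), 408 of them higher and 355 lower in 0019 and 0022. Of the 10 splits of these 5 samples into 2 and 3, 1 gave as many genes, the split by library number, and the largest number from another split was 2. At an unadjusted p-value under 0.05 the numbers were 4659 and 2875. With 10 splits the share cannot fall under 0.1, so chance cannot be told apart from a difference between the runs by this test. All 5 samples have the same label for knockdown and genotype. The paper reports that RT-qPCR over exons 6 to 8 found the knockdown in microglia of all animals, and its extent in each of the 5 cannot be told from these counts.

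The same difference was seen between *Slc11a2* KD *APP/PS1* and Control *APP/PS1*. Across 8444 genes with a log2 CPM above 3, a limit chosen after the values were seen, the log2 fold changes between the runs within *Slc11a2* KD WT correlated with those of *Slc11a2* KD *APP/PS1* against Control *APP/PS1* (Pearson correlation 0.738, Spearman correlation 0.851). Over all genes tested, the correlations were 0.192 and 0.382. Without 0004 they were 0.770 and 0.862 over the 8444 genes, and the correlation of the run difference with Control *APP/PS1* against Control WT was 0.106. Genes are not independent replicates, and another of the 10 splits of the *Slc11a2* KD WT samples, 0002 and 0003 against the rest, gave a Pearson correlation of -0.693, nearly as large in size. A difference between library batches is therefore a candidate explanation for part of the difference between *Slc11a2* KD and Control *APP/PS1* microglia. The library numbers go from 1 to 23 without a gap, and the runs were divided where the label for knockdown changes, so no run could hold both labels and no batch boundary was measured. On PC2, libraries 1 to 4 scored between -9.39 and -4.76, and the Control samples other than 0012 and 0015 scored -2.30 or lower. Libraries 1 to 4 thus resembled most Control samples there in spite of their label. The samples with positive PC2 scores, 0012, 0015 and libraries 18 to 23, also had the highest mean log2 CPM of 20 choroid plexus marker genes. That mean was -1.51 or higher in them and -2.57 or lower in all others. The resemblance on PC2 therefore cannot be told apart from a low choroid plexus signal. If batches followed these runs, batch and knockdown could not be told apart in the comparison without 0004.

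Control *APP/PS1* 0010, which the paper removed, showed the change of libraries 18 to 23 although it carries library number 10 and the Control label. The deviation of 0010 from 3 of the other Control *APP/PS1* samples correlated across 8228 genes with the difference of *Slc11a2* KD *APP/PS1* libraries 18 to 23 from the other 3 (Pearson correlation 0.8292, Spearman correlation 0.884). The same correlation for each of the other 6 Control *APP/PS1* samples was between -0.611 and 0.441. With the run difference in *Slc11a2* KD WT, 0010 had a correlation of 0.756 and the other 6 between -0.608 and 0.311. The change may thus occur without knockdown and outside libraries 18 to 23, which would be in line with a property of single samples, such as the handling of the cells or RNA. Nothing in the labels allows that property to be tested directly.

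Gene length was tested as one such property. In each sample, the deviation of log2 CPM from the gene's mean over the 22 samples was correlated with exon length (Spearman correlation). This correlation was -0.350 ± 0.126 (SD, n = 6) in *Slc11a2* KD libraries 18 to 23 and 0.339 ± 0.0479 (SD, n = 4) in *Slc11a2* KD libraries 1 to 4 (exact permutation test, p = 0.00476, the smallest that 210 splits allow). This test does not separate the genotypes. Within WT alone, the correlation was between 0.279 and 0.383 in 0001 to 0003, -0.133 in 0019 and -0.395 in 0022. It was -0.432 in 0010 and between -0.112 and 0.367 in the other Control samples. The log2 fold changes correlated with exon length at -0.483 for *Slc11a2* KD against Control *APP/PS1*, -0.471 for the run difference and -0.0850 for Control *APP/PS1* against Control WT. After a correction for exon length and GC content, 2246 genes still passed the threshold with 0004 left out, of which 1557 were among the 3069 that passed without the correction. Length bias may therefore contribute to that difference, and how much of it length accounts for was not measured. Total counts did not differ between *Slc11a2* KD *APP/PS1* and Control *APP/PS1* (exact permutation test, p = 0.593), so library size is an unlikely source.

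Other splits of the same samples were compared with the real one. For *Slc11a2* KD *APP/PS1* against Control *APP/PS1*, 0 genes had an adjusted p-value under 0.05 in edgeR and 3862 had an unadjusted p-value under 0.05. Of 100 splits of the 11 samples, the real one included, 2 gave as many genes at an unadjusted p-value under 0.05. The other one, with 0004, 0005, 0007, 0016 and 0017 on one side, gave 4532. With DESeq2, which called 580 genes, 2 of the 100 splits gave as many, and the same other split gave 1982. With 0004 left out, 1 of 100 splits gave as many as the real 3069 genes, and the largest number from another split was 1. At an unadjusted p-value under 0.05 the real split gave 5875 genes, and the next were 5165, with 0016, 0020, 0021 and 0023 on one side, 4172, with 0013, 0020, 0021 and 0023, and 4149, with 0005, 0007, 0011 and 0013. That real split is also the split of library numbers 18 to 23 from 5 to 17, and this count cannot separate a batch along the numbers, if there was one, from the condition.

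Loss of the knockdown in libraries 1 to 4 was also considered. The *Slc11a2* gene total was higher in *Slc11a2* KD libraries 18 to 23 than in libraries 1 to 4 by 0.64 on the log2 scale (exact permutation test, p = 0.0238). A knockdown missing in libraries 1 to 4 would make their total the higher one, so the direction is opposite to that explanation. This test does not separate the genotypes, since 4 of the 6 samples on one side and 1 of the 4 on the other are *APP/PS1*, so the difference may be partly one of genotype, and within WT the values of the runs overlap. Because exons 6 to 8 hold 8.13% of the exon length of the canonical transcript, the gene total is a poor measure of the knockdown in either run, and from the counts alone the pattern cannot be told apart from this explanation. The paper's RT-qPCR over these exons, which it reports for all animals, is evidence against it.

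A signal of choroid plexus marker genes appeared outside the genes the paper discusses. The mean log2 CPM of 20 such genes without *Ttr* and *Enpp2* was higher in *Slc11a2* KD *APP/PS1* than in Control *APP/PS1* by 3.05 (exact permutation test, p = 0.0130, adjusted p = 0.130 over 10 gene lists), in 4 of 5 samples. It was between -1.51 and 2.68 in the 6 *Slc11a2* KD samples of libraries 18 to 23, of both genotypes, 3.96 in Control WT 0012 and 3.00 in Control WT 0015, and -2.57 or lower in all others. Within those 6 libraries, a restriction chosen after the values were seen, log2 *Ttr* correlated with the mean of the 20 markers (Pearson r = 0.893, exact permutation p = 0.0236 over 720 pairings; Spearman rho = 0.657, exact permutation p = 0.175). Without the 2 libraries farthest from the median, r was 0.602. For *Enpp2* with *Ttr*, r was 0.883 (exact permutation p = 0.0181), rho was 0.657 (exact permutation p = 0.175) and r without the 2 farthest was 0.562, so both relations rest in part on those libraries. Over all 23 samples, *Ttr* was at least 63.8 CPM where the marker mean was -1.51 or higher and at most 29.2 CPM in all others. It was highest in Control WT 0012 and 0015, at 987 and 610.2 CPM, so high *Ttr* went with the choroid plexus markers without the knockdown as well. The rise of *Ttr* and *Enpp2* cannot be told apart in these counts from choroid plexus in the hippocampal samples, which the paper itself names as a possibility. A biological increase in microglia was not tested, since the counts are of bulk samples.

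Single samples far from the rest of their group were looked for with Dixon's test in 114 groups. It picked out 8 of them, where chance alone gives about 5 percent of groups. The gap to the nearest sample, as a share of the group's range, was 0.755 for *Ttr* in *Slc11a2* KD *APP/PS1* 0004, the lowest at 0.230 CPM, and 0.736 for *Cd163* in the same sample, the highest at 26.8 CPM. The share was 0.955 for *Enpp2* in *Slc11a2* KD *APP/PS1* 0021, the lowest at 16.9 CPM among the 4 samples without 0004, and 0.846 for *Ly9* in *Slc11a2* KD *APP/PS1* 0023, the lowest at 25.7 CPM among the same 4. *Ccr6* in *Slc11a2* KD WT 0003, the lowest at 0.708 CPM, gave 0.858. In the Control samples, the share was 0.658 for *Car14* in Control *APP/PS1* 0011, which had 0 CPM, 0.654 for *Il6* in Control *APP/PS1* 0007, the lowest at 3.72 CPM, and 0.647 for the PC1 score of Control WT 0014, the highest at -7.85. For *Ttr* in 0004 and *Enpp2* in 0021, the low value goes with the low choroid plexus markers of that sample. For the other 6, no technical or biological explanation was tested.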

How the results depend on the processing

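Except for the newer moderation in edgeR and the fits that left out samples in the comparison of library runs, which were chosen after the data were seen, the alternatives were chosen before the data were examined. Each changed one choice at a time. Where a value changed, the cause was not tested unless a value below shows it. No paired analysis was possible because the labels pair no samples across groups.

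For Control *APP/PS1* against Control WT, 1124 genes were higher and 841 lower. Requiring an absolute log2 fold change above 1 gave 526 and 392. DESeq2 gave 1306 lower genes, with 1238 higher. limma voom gave 2079 and 1342, only these groups in the fit gave 1974 and 1267, and DESeq2 with only these groups gave 1876 and 1866. The other alternatives stayed within 1.5 times both numbers. Across the 12 fits that each left out one sample, from 911 to 1090 genes were higher and from 622 to 879 lower. DESeq2's size factors in edgeR changed the split, from 1124 higher and 841 lower to 1011 and 953. DESeq2 shared 1924 genes with edgeR's 1965, and the filter of at least 10 counts in every sample shared 1660. None of the scalings moved the median log2 fold change of all genes by more than 0.1.

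For *Slc11a2* KD WT against Control WT, 0 genes passed in edgeR, with 1110 at an unadjusted p-value under 0.05. DESeq2 called 10 genes, DESeq2 with only these groups 3 and limma voom 1. From 0 to 1 gene passed across the 11 fits that each left out one sample, with 1076 to 1241 at an unadjusted p-value under 0.05.

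For *Slc11a2* KD *APP/PS1* against Control *APP/PS1*, 0 genes passed in either direction, with 3862 at an unadjusted p-value under 0.05. DESeq2 called 449 higher and 131 lower genes, DESeq2 with only these groups 55 and 18, and limma voom 2 lower. Across the 11 fits that each left out one sample, from 0 to 1373 genes were higher and from 0 to 1696 lower, with 1606 to 5875 at an unadjusted p-value under 0.05, and only the fit without 0004 gave any. In the simulated counts with no change, DESeq2 made 8 calls and edgeR 0. Those counts were drawn for each gene separately, without a deviating sample such as 0004. They therefore cannot tell how many of DESeq2's calls on the real samples were false. The interaction of knockdown and *APP/PS1* gave 0 genes in edgeR (1703 at an unadjusted p-value under 0.05), 25 with DESeq2, 1 with limma voom and from 0 to 1 across the 22 fits that each left out one sample.

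Without 0004, 1373 genes were higher and 1696 lower. A limit of 1 on the absolute log2 fold change left 118 and 489. DESeq2 gave 2226 higher genes, with 2206 lower, and DESeq2 with only these groups gave 2470 and 2595. One surrogate variable gave 882 and 1014, and the correction for gene length and GC content gave 875 lower genes, with 1371 higher. With Control *APP/PS1* 0010 kept, 0 genes were higher and 0 lower, with 3815 at an unadjusted p-value under 0.05. With library numbers 18 to 23 as a covariate, 0 were higher and 1 lower, with 1112 at an unadjusted p-value under 0.05. Across the 10 fits that each left out one more sample, from 0 to 1813 genes were higher and from 0 to 2473 lower, with 4248 to 6436 at an unadjusted p-value under 0.05. The scaling and the filter changed the split, from 1373 higher and 1696 lower to 1698 and 1514 with DESeq2's size factors and to 1944 and 2110 with at least 10 counts in every sample. DESeq2 shared 3026 of the 3069 genes.

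Between the library runs within *Slc11a2* KD WT, 763 genes passed. The limit on the fold change left 431, and 2428 passed with DESeq2, 1950 with limma voom and 1544 with at least 10 counts in every sample. From 8 to 329 genes passed across the 3 fits that each left out one of 0001, 0002 and 0003. Leaving out 0019 or 0022 leaves 1 sample on a side, so no number is given.

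The difference of *APP/PS1* and WT on PC1 kept its direction and passed the threshold under all genes, log2 CPM and 0010 kept. The PC2 difference between library runs was 24.4 (exact permutation test, p = 0.0714) over all genes, where it was PC1 that differed between the runs (exact permutation test, p = 0.0143). The cholesterol genes passed under every alternative, from 0.63 to 0.72 across the 12 fits that each left out one sample. The respiratory chain difference of 0.47 had an exact permutation p of 0.0368 and an adjusted p of 0.184 over the 10 gene lists. Only its unadjusted p was thus under 0.05. It was not past the threshold with limma's camera test or with 0010 kept (0.34, exact permutation test, p = 0.177). Across the 11 fits that each left out one sample, it ran from 0.33 to 0.63 (exact permutation test, p from 0.00476 to 0.0810). In 7 of these fits the unadjusted p was no longer under 0.05. The choroid plexus difference of 3.05 had an exact permutation p of 0.0130 and an adjusted p of 0.130, so only its unadjusted p was under 0.05. It was not past the threshold with the camera test either. Across the 11 fits that each left out one sample, it ran from 2.65 to 3.85. Of the 21 marker genes, 8 had an exact permutation p under 0.05. After adjustment over the 21 genes there were 0, with 0010 kept there was 1, and from 3 to 9 had such a p across the 11 fits that each left out one sample.

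For the 57 log2 fold changes of named genes, 914 alternatives were run. Direction and side of the threshold stayed in 820, 48 fell short of the threshold, 23 newly passed it and 23 reversed. Of the reversals, 10 came with the covariate for library numbers in *Slc11a2* KD against Control *APP/PS1*, where the log2 fold change became 0.053 for *Bin2*, 0.013 for *Nfe2l2*, 0.11 for *Csf1*, -0.16 for *Il6*, 0.10 for *Cx3cr1*, -0.045 for *Ccl6*, 0.75 for *Cd163*, -0.16 for *Gpx4*, 0.10 for *Tfrc* and -0.15 for *Sod2*. With 0004 left out, the covariate gave 1.27 for *Hspa1a*, 2.19 for *Hspa1b* and -0.46 for *H2-Aa*, and 0010 kept gave -0.87 for *Igkc*. *Ftl1* and *Fth1* became 0.016 and 0.0025 with DESeq2 and with DESeq2's size factors in edgeR, which moved the median of all genes from 0.01 to 0.05 and so is not particular to these genes. With one sample left out, *Slc11a2* in *Slc11a2* KD WT ran from -0.092 to 0.037, *Cd163* from -0.38 to 0.092 and *Fth1* from -0.13 to 0.019 in *APP/PS1*.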

Differences from the paper's values

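A gap is called closed below where a value lay within 1.5 times the paper's, which can leave a sizeable difference. The paper reports 7 genes changed in *Slc11a2* KD WT against Control WT, and 0 passed an adjusted p-value of 0.05 here (edgeR, 1110 at an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, DESeq2, with 10 genes, closed the gap. DESeq2 with only these groups in the fit gave 3, limma voom gave 1, and the others gave 0, or 0 to 1 with one sample left out.

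In *Slc11a2* KD *APP/PS1* against Control *APP/PS1*, the paper reports 150 higher genes and 484 lower genes, and 0 and 0 passed here (edgeR, 3862 at an unadjusted p-value under 0.05). None of the alternatives set before the data were examined closed either gap. DESeq2 gave 449 higher and 131 lower genes, so that more genes were higher than lower, the reverse of the paper's numbers. DESeq2 with only these groups gave 55 and 18, limma voom gave 0 and 2, and the fit without 0004 gave 1373 and 1696. Combining the fit without 0004 with an absolute log2 fold change above 1, which changes more than one choice, gave 118 and 489. That combination lay within 1.5 times both of the paper's numbers, with more genes lower than higher, as in the paper. The other alternatives gave 0.

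Without 0004, the paper reports 2210 higher genes, and 1373 were higher here. The gap was closed, to within 1.5 times, by DESeq2 (2226), DESeq2's size factors in edgeR (1698), at least 10 counts in every sample (1944) and limma voom (2056). The same held for only these groups in the fit (1765), DESeq2 with only these groups (2470), and 1 of the 10 fits that each left out one more sample (1813, without 0018). Of these values, only 2226 and 2470 reached 2210. The gap was not closed by no filter (1366), the correction for gene length and GC content (1371), one surrogate variable (882) or the limit on the fold change (118). Nor was it closed by 0010 kept (0, with 3815 at an unadjusted p-value under 0.05) or the covariate for library numbers (0, with 1112). The newer moderation in edgeR, chosen after these values were seen, gave 1556.

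The paper calls *Ccr6* and *Cd5* changed in *Slc11a2* KD WT. Both had an adjusted p of 0.715 here with log2 fold changes of 5.46 and 1.88, and DESeq2 called both (adjusted p of 0.0144 and 0.0188). The paper calls *Enpp2*, *Ttr*, *Apoe*, *Cybb* and *Bin2* changed in *Slc11a2* KD *APP/PS1*, and names *Nfe2l2* as lower. All had an adjusted p of 0.205 here, in the paper's direction. DESeq2 called *Ttr* and *Enpp2* (0.0206 each), *Apoe* (0.0431), *Cybb* and *Nfe2l2* (0.0495 each), but not *Bin2* (0.0528). The fit without 0004 called *Ttr*, *Enpp2*, *Apoe* (0.0202), *Bin2* (0.0209) and *Nfe2l2* (0.0202), but not *Cybb*.

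In Fig. 7E, *Ccl6* is marked as different between *Slc11a2* KD and Control *APP/PS1*. Its exact permutation p was 0.0671 here. On log2 of the relative expression the exact permutation p of *Ccl6* was 0.0411, and without Control *APP/PS1* 0013 it was 0.00794.

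For the samples without 0004, the paper's text gives *Hspa1a* and *Hspa1b* as lower, and they had adjusted p-values of 0.0721 and 0.0850 here, with log2 fold changes of -2.07 and -2.16. DESeq2 called both (0.0361 and 0.0377). The paper's text also lists *H2-Aa* among the lower genes. It was higher here, with a log2 fold change of 1.96 (adjusted p = 0.0263), and of the alternatives only the covariate for library numbers gave a negative value (-0.46).

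The paper reports the knockdown over exons 6 to 8. The gene total of *Slc11a2* was not lower in the samples labelled *Slc11a2* KD, with log2 fold changes of -0.04 in WT and 0.39 in *APP/PS1*. DESeq2 gave 0.44 in *APP/PS1* with an adjusted p of 0.0498, and the fit without 0004 gave 0.50 with an adjusted p of 0.0209. The lowest value with one sample left out was 0.25, without 0021.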

Other observations

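All tests in this part were chosen after the results they bear on were seen.

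The *Slc11a2* gene total was not lower in the samples labelled *Slc11a2* KD. Exons 6 to 8 hold 8.13% of the exon length of the canonical transcript, and a loss of all their reads would change the gene total by -0.12 on the log2 scale, against a standard error of 0.14 in WT. The pattern is consistent with the small share of the gene in these exons. The higher total in *Slc11a2* KD *APP/PS1* is not explained by that share.

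The respiratory chain genes were higher in *Slc11a2* KD *APP/PS1* by 0.47, by 0.63 with 0004 left out, and by 0.92 between library runs within *Slc11a2* KD WT. A difference between batches is a candidate explanation of the size needed. Gene length was not sufficient: the median log2 fold change of the 86 genes, 0.58, was at percentile 100 of 10000 random sets matched on exon length and expression, whose medians lay between -0.0282 and 0.328. Because the counts cannot separate a batch along the library numbers, if there was one, from the condition, no biological explanation is favoured.

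The lower *Hspa1a* and *Hspa1b* with 0004 left out were compared with 18 immediate early and heat shock genes, which respond to cell isolation. In that comparison the list changed by -0.56 (exact permutation test, p = 0.0905, adjusted p = 0.181), which is not past the threshold. Between library runs within *Slc11a2* KD WT, it changed by -1.19 (exact permutation test, p = 0.2, where 10 splits allow no p under 0.1). The pattern cannot be told apart from an isolation response that differs between runs.

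*Igkc* was high in *Slc11a2* KD *APP/PS1* 0023 alone among the 5 samples of its group. All 6 other B lineage marker genes tested, among them *Jchain*, *Cd79a* and *Ms4a1*, were highest in 0023 too, which suggests B lineage cells in the sample. Control *APP/PS1* 0010 had 454 CPM of *Igkc* and 135 CPM of *Jchain*, the highest of all samples.

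A list of 8 oligodendrocyte genes was lower in Control *APP/PS1* than in Control WT by 1.11 on the log2 scale (a difference of -1.11, exact permutation test, p = 0.0173, adjusted p = 0.0433 over 10 gene lists). The median correlation between these genes across samples was 0.576 within Control WT and 0.597 within Control *APP/PS1*, so the genes moved together in each genotype. A changing amount of oligodendrocyte RNA among the isolated cells is a candidate source, and the paper does not report these genes.

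Other splits of the samples were counted for the remaining comparisons. For Control *APP/PS1* against Control WT, 1 of 100 splits of the 12 samples, the real one, gave as many as 1965 genes past the threshold, and the largest number from another split was 233. At an unadjusted p-value under 0.05 the numbers were 4558 and 2873. For *Slc11a2* KD WT against Control WT, where 0 genes passed, 90 of 100 splits gave at least the 1110 genes at an unadjusted p-value under 0.05, so that number is no larger than other groupings of these samples gave. For the interaction of knockdown and *APP/PS1*, where 0 genes passed, 16 of 100 splits gave at least the 1703 genes at an unadjusted p-value under 0.05. The median of the other splits was 936, so the real number was above most of them, but a share of 16 in 100 does not set it apart from other groupings. No splits were run for the interaction without 0004.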
